# High Phosphate and Low Protein Mediate Arterial and Cutaneous Vascular Calcification in CKD Mice

**DOI:** 10.1681/ASN.0000000875

**Published:** 2025-09-17

**Authors:** Ying Jin, Fei Cao, Yangzhouyun Xie, Sean Davis, Grace Dong, Sagar U. Nigwekar, James E. Hansen, Raul J. Guzman, Yujun Cai

**Keywords:** CKD, vascular calcification

## Abstract

**Key Points:**

- A high-phosphate and low-protein combination diet induced medial artery calcification, cutaneous vascular calcification, and kidney fibrosis in CKD mice.
- p38 mitogen-activated protein kinase signaling was highly activated in CKD mice fed a high-phosphate and low-protein diet.
- Pharmacologic p38 mitogen-activated protein kinase inhibition reduced vascular calcification and kidney fibrosis, suggesting a novel treatment for patients with CKD.

**Background:**

Medial artery calcification and cutaneous arteriolar calcification are prevalent in patients with CKD and are strongly associated with higher morbidity and mortality. Current experimental CKD models, however, often fail to fully replicate the patterns of medial artery calcification and cutaneous arteriolar calcification, limiting our ability to elucidate their underlying molecular pathways. Developing a reliable experimental model for CKD-associated calcification and using it to identify therapeutic targets is essential for advancing treatment strategies for these vascular complications. In this study, we used a novel strategy that incorporated a high-phosphate and low-protein (HPi-Lp) diet to promote medial artery and cutaneous vascular calcification in CKD mice.

**Methods:**

Mice underwent five-sixths (5/6) nephrectomy and were then fed various diets. Vascular calcification was assessed using micro–computed tomography scans, Alizarin Red staining, Von Kossa staining, and calcium assays. Kidney impairment and fibrosis were also evaluated. RNA sequencing analysis was performed to identify key molecular pathways. The pharmacologic inhibitor SB203580 was used to determine the significance of p38 mitogen-activated protein kinase (MAPK) signaling *in vivo*.

**Results:**

The HPi-Lp diet markedly induced both medial artery and cutaneous vascular calcification in 5/6 nephrectomized mice while exacerbating kidney dysfunction and fibrosis. The p38 MAPK signaling was specifically highly activated. Pharmacologic inhibition of p38 MAPK signaling significantly reduced medial artery and cutaneous vascular calcification as well as associated kidney fibrosis.

**Conclusions:**

The 5/6 nephrectomy CKD mouse model combined with a HPi-Lp diet effectively replicated medial artery and cutaneous arteriolar calcification.

## Introduction

Vascular calcification is characterized by deposition of calcium hydroxyapatite crystals in the vessel wall. It is frequently encountered in individuals with CKD, atherosclerosis, and diabetes.^1–5^ There are four major types of vascular calcification, including atherosclerotic calcification, medial artery calcification, aortic valve calcification, and calciphylaxis. Based on the location of calcification within the vessel, it can be divided into two forms involving either the intima or the media.^6,7^ Intimal calcification commonly occurs in arteries affected by atherosclerosis, and it is believed to affect plaque stability.^7^ By contrast, medial calcification occurs within the elastic lamellae of the arterial media, resulting in vascular stiffening. It is particularly prevalent among individuals with kidney failure and chronic limb-threatening ischemia^8^ and is strongly associated with higher cardiovascular morbidity and mortality.^9^ Both forms of calcification are believed to share similar mechanisms and are tightly regulated by a series of endogenous pro-osteogenic and inhibitory factors.

Calciphylaxis, also called calcific uremic arteriolopathy, is a life-threatening condition associated with high mortality, particularly in individuals with kidney failure requiring dialysis.^10–14^ Patients with calciphylaxis often experience intense pain and have a poor prognosis, with an estimated median survival time of less than 1 year.^15^ It is now believed that calciphylaxis involves complex vascular and skin abnormalities, including cutaneous vascular calcification, intimal hyperplasia, fibrosis, inflammation, and tissue necrosis with skin ulceration.^16,17^ Therefore, inhibiting cutaneous vascular calcification could be beneficial in preventing and/or treating calciphylaxis.

Currently, two uremic mouse models, adenine-based and five/six nephrectomy (5/6 Nx) with a high-phosphate (Pi) diet, are commonly used to study calcification in CKD conditions.^18–21^ The adenine-enriched diet is unpalatable to rodents, resulting in variable food intake and significant interanimal variability. By contrast, the 5/6 Nx surgery reduces this variability, thus leading to more consistent experimental outcomes. In addition, CKD induced by excessive dietary adenine is nonphysiologic process, compared with 5/6 Nx mimicked progressive CKD as seen in human patients.^22^ Since C57BL/6J background mice are notoriously resistant to vascular calcification, these models typically require over 3 months to develop calcification, but the extent and frequency of medial calcification remained unsatisfactory.^19,21^ Previously, Price *et al.* showed that reducing dietary protein content from 25% to 2.5% in a 0.75% adenine diet dramatically increased the frequency and extent of medial artery calcification in rats.^23^ This finding led us to investigate whether low-protein intake is a critical factor in the development of medial artery calcification, a concept that has not yet been explored in C57BL/6J background mice. Considering the lack of research on cutaneous vascular calcification and therapeutic calcification models, the development of new animal models is urgently needed.

In this study, we aimed to develop a reliable mouse model of CKD-associated arterial and cutaneous vascular calcification and to determine whether inhibition of p38 mitogen-activated protein kinase (MAPK) signaling can reduce vascular calcification in this model.

## Methods

### Animals

All animal care and procedures were performed in compliance with protocols approved by the Yale University Institutional Animal Care and Use Committee (2022-20281). C57BL/6J mice were purchased from the Jackson Laboratory. 5/6 Nx surgery was performed as described previously.^24^ In brief, 12-week-old male C57BL/6J mice first underwent 2/3 pole ligation on the left kidney. After 1 week, the right kidney was removed. The Sham mice underwent similar procedures except that kidney ligation and removal were not performed. Animals were subcutaneously injected with extended-release buprenorphine (3.25 mg/kg) before surgery to relieve pain. After surgery, mice were recovered for 2 weeks and then randomly divided into four groups. Each group was fed one of three different diets for 4 weeks. These diets were high-phosphate and low-protein (HPi-Lp) diet (TD.180077) containing 2% phosphorus and 2.5% protein, high-phosphate–high-protein (HPi-Hp) diet (TD.220202) containing 2% phosphorus and 18% protein, and low-phosphate–low-protein (LPi-Lp) diet (TD.230207) containing 0.3% phosphorus and 2.5% protein. To study the role of p38 MAPK signaling in medial artery and cutaneous vascular calcification, 12-week-old male C57BL/6J mice underwent a 5/6 Nx or Sham procedure, followed by a 2-week recovery. The animals were fed either a HPi-Lp diet or a low-phosphate–high-protein diet (TD.230584) contained 0.3% phosphorus and 18% protein for 4 weeks. Two days before feeding the diet, mice underwent daily intraperitoneal injection with 10 mg/kg SB203580 or vehicle that continued until the end of the experiments. Animals were monitored daily and weighed once a week. All diets were purchased from Inotiv Envigo, and their detailed compositions are listed in Supplemental Table 1. The number of the animals used in the experiments was determined based on our pilot studies and the power analysis (PASS software 2019, Kaysville, UT; two tails; *α* error probability: 0.05; power: 0.8). The Animal Research: Reporting of *In Vivo* Experiments reporting guidelines have been used in this study.^25^

### Statistical Analysis

Values are mean±SD or mean±SEM. Data were analyzed using one-way or two-way ANOVA adjusted with the Tukey *post hoc* test for multiple comparisons. *P* < 0.05 was significant. Statistical analyses will be performed using GraphPad Prism 9 software.

Other detailed methods involved in the article are listed in Supplemental Methods. Primers used in the article are listed in Supplemental Table 2.

## Results

### Medial Artery Calcification and Cutaneous Arteriolar Calcification Were Induced in the 5/6 Nx Mice Fed the HPi-Lp Diet

To examine the effect of Pi and dietary protein on medial calcification, 12-week-old C57BL/6J mice were subjected to 5/6 Nx to induce CKD. After 2 weeks, mice were fed a HPi-Lp diet, HPi-Hp diet, or LPi-Lp diet for 4 weeks (Figure 1A). Sham mice were fed the HPi-Lp diet without 5/6 Nx. During the experiment, we closely monitored the mice. No deaths occurred, and they remained active until harvesting. As shown in Supplemental Figure 1A, the 5/6 Nx-HPi-Lp mice experienced significantly greater weight loss compared with the other three groups. All mice fed a low-protein diet showed weight loss, regardless of whether they were CKD or Sham mice. However, the 5/6 Nx-HPi-Hp mice showed minimal weight changes during the feeding period, suggesting that the low-protein diet led to malnutrition in these mice. Malnutrition may contribute indirectly to vascular calcification by influencing systemic levels of calcification inhibitors (*e.g*., fetuin-A, matrix gla protein [MGP]) and bone-mineral metabolism.^26^ The combination of the 5/6 Nx and a HPi-Lp diet may create an ideal condition for maintaining activity while promoting malnutrition in the process of calcification formation. Using a micro–computed tomography scan, we observed that ectopic calcification was mainly located in thoracic and abdominal aortas of the 5/6 Nx-HPi-Lp mice (Figure 1B and Supplemental Figure 1B). We also calculated the bone volume of the tibia in these mice using 3D remodeling and found that the 5/6 Nx-HPi-Lp mice exhibited lower tibia bone volume compared with the other three groups (Supplemental Figure 1C). Next, we used Alizarin red staining to visualize calcium deposits in whole aortas. As shown in Figure 1C, strong calcification was observed in the entire aorta of the 5/6 Nx-HPi-Lp mice, but not the other three groups. Moreover, we assessed calcification in the aorta, femoral artery, carotid artery, kidney, heart, and lung. As shown in Figure 1, D–F, and Supplemental Figure 1, D–F, the 5/6 Nx-HPi-Lp mice had high calcification in all tested tissues compared with the other three groups. Similarly, Von Kossa and Alizarin red staining also showed strong calcification in the 5/6 Nx-HPi-Lp mice (Figure 1, G–I). Accordingly, we observed elastin lamellae degradation in these mice (Figure 1, G, J, and K). All these data suggested that 5/6 Nx with a HPi-Lp diet significantly induced arterial medial calcification.

**Figure 1:**
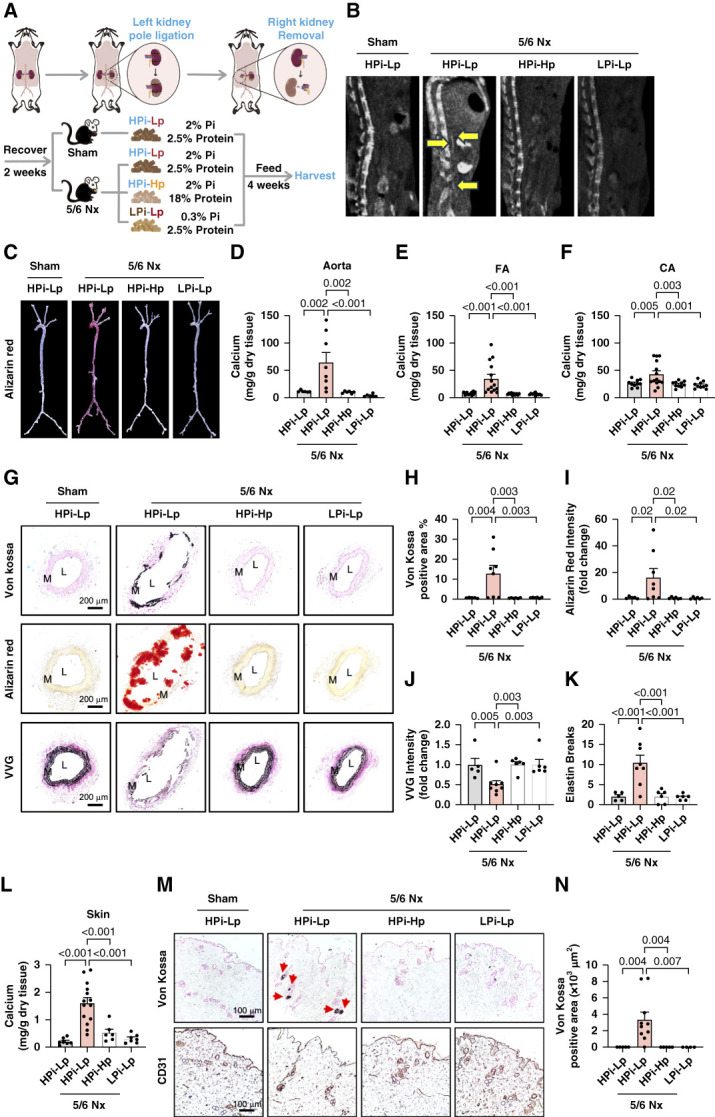
**Medial artery calcification and skin arteriolar calcification were induced in the 5/6 Nx mice fed the HPi-Lp diet.** (A) Schematic diagram of the animal procedures. Twelve-week-old male C57BL/6J mice underwent a two-step 5/6 Nx surgery to induce CKD. After 2 weeks of recovery, the 5/6 Nx mice were fed the different diets: HPi-Lp diet (2% phosphorus and 2.5% protein), HPi-Hp diet (2% phosphorus and 18% protein), and LPi-Lp diet (0.3% phosphorus and 2.5% protein) for 4 weeks. The Sham mice were fed a HPi-Lp diet without 5/6 Nx. (B) Micro-CT showed that calcification was increased in the thoracic and abdominal aortas of the 5/6 Nx-HPi-Lp mice compared with the other three groups. Yellow arrows indicated calcified vessels. (C) Representative images of Alizarin red staining showed that the HPi-Lp diet facilitated medial artery calcification in the 5/6 Nx mice. (D–F) Calcium content in the aorta, FA, and CA was robustly increased in the 5/6 Nx-HPi-Lp mice. Calcium content was examined using calcium assay. *n*=6–14. (G) Von Kossa, Alizarin red, and VVG staining showed that medial artery calcification was markedly increased in the abdominal aortas of the 5/6 Nx-HPi-Lp mice. (H–K) Quantitative data of Von Kossa, Alizarin red, and VVG staining. *n*=5–8. (L) Calcium assay showed that calcium content in the abdominal skin was largely increased in the 5/6 Nx-HPi-Lp mice. *n*=6–14. (M and N) Von Kossa staining and immunohistochemistry staining for the endothelial cell marker CD31 showed that calcium deposits were built up in the arterioles of the abdominal skin. Red arrows indicated calcified arterioles. *n*=4–10. Values are mean±SEM. Data were analyzed using one-way ANOVA adjusted with the Tukey *post hoc* test for multiple comparisons. *P* < 0.05 was significant. CA, carotid artery; CT, computed tomography; FA, femoral artery; HPi-Hp, high-phosphate–high-protein; HPi-Lp, high-phosphate–low-protein; L, lumen; LPi-Lp, low-phosphate–low-protein; M, media; 5/6 Nx, five/six nephrectomy; Pi, phosphate; VVG, Verhoeff–Van Gieson.

Next, we examined whether cutaneous arteriolar calcification developed in the 5/6 Nx-HPi-Lp mice. As shown in Figure 1I, calcium content in the skin tissue was significantly increased in the 5/6 Nx-HPi-Lp mice compared with the other three groups. Von Kossa staining demonstrated calcified nodule formation in the dermis of the 5/6 Nx-HPi-Lp mice (Figure 1, M and N, and Supplemental Figure 1G). Immunohistochemistry staining for endothelial cell marker CD31 and smooth muscle cell marker smooth muscle alpha actin (SM-α-actin) further clarified that calcification occurred in the skin arterioles of the 5/6 Nx-HPi-Lp mice but not in the other three groups (Figure 1M and Supplemental Figure 1H). These data suggested that cutaneous arteriolar calcification developed in CKD mice fed a HPi-Lp diet. Tissue factor plays a critical role in vascular thrombosis during calciphylaxis.^27^ We further observed that tissue factor was markedly increased in calcified cutaneous vessels of CKD mice fed a HPi-Lp diet (Supplemental Figure 2, D and E). These findings suggest that our model shares pathophysiologic features of cutaneous arteriolar calcification in calciphylaxis.

### Smooth Muscle Cell Osteogenic Transformation and Vascular Inflammation Were Induced in the 5/6 Nx Mice Fed the HPi-Lp Diet

Since smooth muscle cell osteogenic transformation plays a pivotal role in vascular calcification,^28–32^ we next determined whether osteogenic transformation occurred in the 5/6 Nx CKD mice fed a HPi-Lp diet. As shown in Figure 2, A–D, the osteogenic markers, runt-related transcription factor 2 (Runx2) and bone morphogenetic protein 2 (BMP2), were increased, whereas contractile marker smooth muscle myosin heavy chain was decreased in the aortas of the 5/6 Nx-HPi-Lp mice compared with the other groups. Consistently, quantitative PCR data showed an increase in the osteogenic genes *Runx2*, *Bmp2*, and *Alpl* along with a decrease in the smooth muscle cell genes *Tagln* and *Myh11* in the aortas of these mice (Figure 2, E–I). These results suggested that smooth muscle cell osteogenic transformation occurs in the 5/6 Nx-HPi-Lp mice. In addition to smooth muscle cells, endothelial cells and macrophages are also involved in vascular calcification.^33,34^ Since CKD is an inflammatory disorder,^35^ we next examined changes in endothelial cells, macrophages, and inflammation in the 5/6 Nx-HPi-Lp mice. As shown in Figure 2, J and K, endothelial cell marker CD31 exhibited discontinuous and disturbed patterns in the abdominal aortas of the 5/6 Nx-HPi-Lp mice but remained intact in the other groups, suggesting that endothelial cells were affected during calcification. Next, we observed that vascular inflammation marker vascular cell adhesion molecule-1 was increased in the 5/6 Nx-HPi-Lp mice (Figure 2, I–M). Accordingly, macrophage markers CD68 and macrophage galactose-specific lectin 2 were increased in the calcified vessels (Figure 2, N–Q). These data suggest that endothelial cells and macrophages may play a role in the development of medial artery calcification in the 5/6 Nx-HPi-Lp mice. In addition, we examined the expression of Runx2 and BMP2 in the abdominal skins and found that Runx2 and BMP2 were significantly increased in the small vessels in the 5/6 Nx-HPi-Lp mice compared with the other groups (Supplemental Figure 2, A–C). These data suggest that osteogenic transformation occurs during cutaneous vascular calcification in the CKD mice fed a HPi-Lp diet.

**Figure 2:**
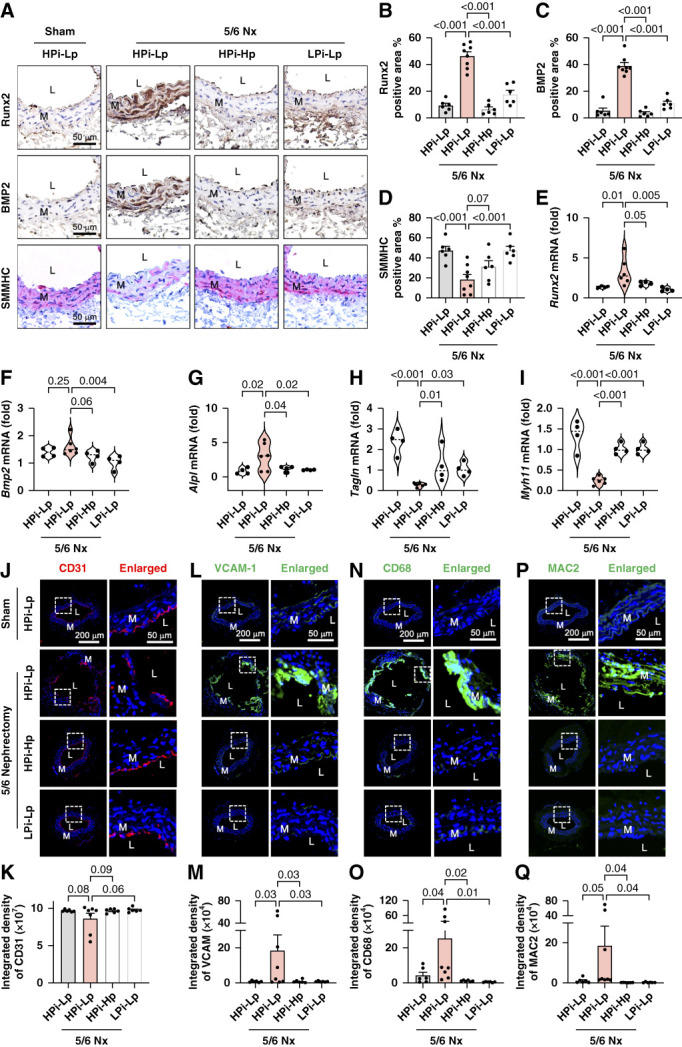
**Smooth muscle cell osteogenic transformation and vascular inflammation were induced in the 5/6 Nx mice fed the HPi-Lp diet.** Twelve-week-old male C57BL/6J mice underwent 5/6 Nx, and 2 weeks later were fed different diets for 4 weeks, as presented in Figure 1A. The abdominal aorta was dissected. (A) Immunohistochemistry staining showed that osteogenic transformation was induced in the abdominal aortas of the 5/6 Nx-HPi-Lp mice, showing increased osteogenic markers Runx2 and BMP2 and decreased smooth muscle cell contractile marker SMMHC. (B–D) Quantitative data of immunohistochemistry staining for Runx2, BMP2, and SMMHC. *n*=6 or 8. (E–I) qPCR results showed that the osteogenic genes *Runx2*, *Bmp2*, and *Alpl* were increased, and smooth muscle cell contractile genes *Tagln* and *Myh11* were decreased in the aortas of 5/6 Nx mice fed a HPi-Lp diet compared with the other groups. Gene expression levels were normalized to GAPDH and were presented as fold changes relative to the 5/6 Nx-LPi-Lp group. *n*=4 or 6. (J and K) Immunofluorescence staining for the endothelial cell marker CD31 showed a disturbed pattern of the endothelial layer in the aortas of the 5/6 Nx mice fed a HPi-Lp diet. *n*=6–8. (L and M) Immunofluorescence staining for VCAM-1 showed that vascular inflammation occurred in the 5/6 Nx-HPi-Lp mice. *n*=6–8. (N–Q) Immunofluorescence staining for CD68 and MAC2 showed macrophage accumulation in the aortas of the 5/6 Nx-HPi-Lp mice. *n*=6–8. Values are mean±SEM. Data were analyzed using one-way ANOVA adjusted with the Tukey *post hoc* test for multiple comparisons. *P* < 0.05 was significant. Nuclei were stained with DAPI. BMP2, bone morphogenetic protein 2; DAPI, 4′,6-diamidino-2-phenylindole; GAPDH, glyceraldehyde-3-phosphate dehydrogenase; MAC2, macrophage galactose–specific lectin 2; qPCR, quantitative PCR; Runx2, runt-related transcription factor 2; SMMHC, smooth muscle myosin heavy chain; VCAM-1, vascular cell adhesion molecule-1.

### Glomerular Damage and Kidney Fibrosis Were Highly Induced in the 5/6 Nx Mice Fed the HPi-Lp Diet

Dietary protein and Pi are critical factors in patients with CKD.^36^ We first examined kidney function in the 5/6 Nx mice fed different diets. Compared with the HPi-Hp and LPi-Lp diet groups, mice fed the HPi-Lp diet exhibited significantly reduced serum albumin levels, whereas no difference was observed between Sham and 5/6 Nx mice fed the same HPi-Lp diet (Supplemental Figure 3A), suggesting the animals experienced hypoalbuminemia, a potential indicator of kidney dysfunction. As shown in Figure 3, A and B, and Supplemental Figure 3, B and D, all CKD mice fed different diets exhibited a significant increase in serum BUN, creatinine, parathyroid hormone (PTH), and cystatin C compared with Sham mice, indicating kidney injury in CKD mice. Notably, the 5/6 Nx-HPi-Hp group displayed the highest BUN levels among the four groups (Figure 3A), which aligned with previous findings that a high-protein diet elevated BUN levels.^37^ However, we did not observe significant differences in creatinine and cystatin C among various CKD groups (Figure 3B and Supplemental Figure 3D). Patients with CKD often experience hyperphosphatemia and hypocalcemia.^38^ In line with this, we observed that serum Pi levels were elevated and calcium levels were decreased in the 5/6 Nx-HPi-Lp mice compared with the other groups (Figure 3, C and D). Consistently, the expression of Pi transporter Pit-1 was increased, while Pit-2 was decreased in the aortas of the 5/6 Nx mice fed the HPi-Lp diet compared with the other three groups (Supplemental Figure 3, G and H). In addition, no significant differences in serum magnesium levels were observed among the four groups (Supplemental Figure 3C). The expression levels of MGP and fetuin-A in aorta samples were decreased in CKD mice compared with the Sham group, suggesting impaired kidney function and systemic mineral imbalance (Supplemental Figure 3, E and F). However, dietary variations among CKD mice did not result in significant differences in MGP or fetuin-A expression (Supplemental Figure 3, E and F).

**Figure 3:**
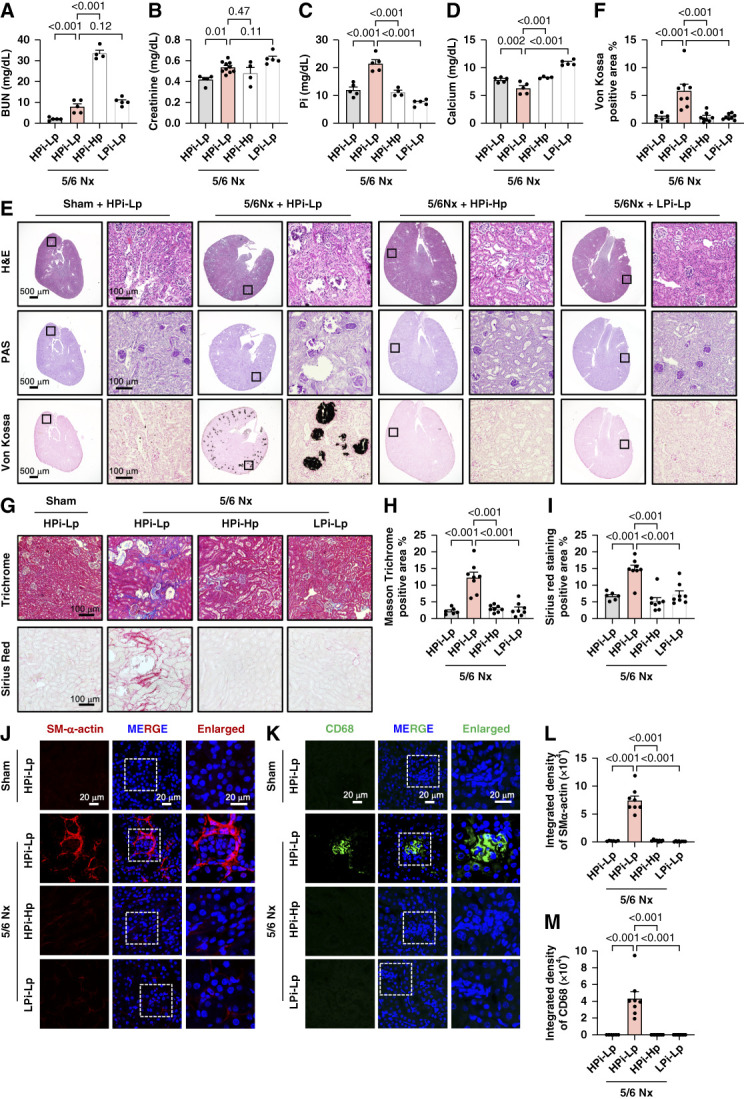
**Glomerular damage and kidney fibrosis were highly induced in the 5/6 Nx mice fed the HPi-Lp diet.** Twelve-week-old male C57BL/6J mice underwent 5/6 Nx, and 2 weeks later were fed the various diets for 4 weeks. Blood was collected, and the kidney was isolated. (A–D) Biochemical analysis of BUN, creatinine, Pi, and calcium in blood serum. *n*=4–10. (E) H&E, PAS, and Von Kossa staining showed that glomerulus damage and calcification were exacerbated in the 5/6 Nx-HPi-Lp mice compared with the other groups. (F) Quantitative data of Von Kossa staining. *n*=6 or 8. (G) Masson Trichrome and Sirius Red staining showed that the HPi-Lp diet increased kidney fibrosis in the kidney of the 5/6 Nx mice compared with the other diets. (H and I) Quantitative data of Masson Trichrome and Sirius Red staining. *n*=6 or 8. (J and L) Immunofluorescence staining showed that fibrosis marker SM-*α*-actin was induced in the kidney of the 5/6 Nx-HPi-Lp mice. *n*=6–8. (K and M) Immunofluorescence staining for macrophage marker CD68 showed that macrophages were involved in the kidney of the 5/6 Nx-HPi-Lp mice. *n*=6–8. Values are mean±SEM. Data were analyzed using one-way ANOVA adjusted with the Tukey *post hoc* test for multiple comparisons. *P* < 0.05 was significant. Nuclei were stained with DAPI. H&E, hematoxylin and eosin; PAS, periodic acid–Schiff; SM-α-actin, smooth muscle alpha actin.

We next evaluated changes in kidney histologic structure between these groups. As shown in Figure 3, E and F, periodic acid–Schiff and Von Kossa staining revealed that the basement membrane disruption and mineralization in the glomerulus were increased in the 5/6 Nx-HPi-Lp mice compared with the other groups. In addition, Masson Trichrome and Sirius Red staining revealed that kidney fibrosis was markedly increased in the 5/6 Nx mice fed the HPi-Lp diet, but not in those fed the HPi-Hp diet, LPi-Lp diet, or in the Sham mice (Figure 3, G–I). These data suggest that the HPi-Lp diet could accelerate kidney fibrosis in CKD mice. SM-*α*-actin is a well-established biomarker in tissue fibrosis.^39,40^ We further observed that SM-*α*-actin was dramatically increased in the 5/6 Nx-HPi-Lp mice (Figure 3, J and L). In addition, immunofluorescence staining revealed that the macrophage marker CD68 was primarily increased in the glomerulus of the 5/6 Nx-HPi-Lp mice (Figure 3, K and M), suggesting that this diet could promote kidney inflammation in these mice.

### Calcification-Related Genes Were Upregulated in the 5/6 Nx Mice Fed the HPi-Lp Diet

To explore the potential mechanisms responsible for medial artery calcification, we performed bulk RNA sequencing (RNA-Seq) analysis in the aortas collected from all four groups, as presented in Figure 1A. 

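Total RNA from the aortas of 16 mice, 4 in each group, was sequenced as 1 library per mouse. The Sham mice and the 5/6 Nx-HPi-Lp mice received a diet with 2% phosphorus and 2.5% protein. The diet of the 5/6 Nx-HPi-Hp mice held 2% phosphorus and 18% protein, and that of the 5/6 Nx-LPi-Lp mice 0.3% phosphorus and 2.5% protein. The paper gives 4 weeks as the duration of the diets for this experiment, and the labels of the deposited libraries give 30 days. The authors cleaned the reads, aligned them to the mouse genome (mm10) with HISAT2, counted them on genes with featureCounts and computed FPKM (counts scaled to gene length and library size). The authors deposited the counts as whole numbers without normalization, for 54532 genes listed by Ensembl identifier. The total count per library was 20795568 to 24204348 in the Sham mice (median 22519053.5), 13659525 to 18186113 in the 5/6 Nx-HPi-Hp mice (median 16082557.5) and 13738098 to 21547424 in the 5/6 Nx-LPi-Lp mice (median 18357045.5). In the 5/6 Nx-HPi-Lp mice the totals were uneven, from 15013203 to 57276915 with a median of 31082124. The deposited FPKM were already scaled between libraries, since their denominator was the library's DESeq2 size factor times the geometric mean of the 16 totals. The share of counts on mitochondrially encoded genes was 5.19% ± 1.01 (SD, n = 4) in the Sham mice, 23.5% ± 3.36 in the 5/6 Nx-HPi-Lp mice, 20.0% ± 8.78 in the 5/6 Nx-HPi-Hp mice and 17.4% ± 2.83 in the 5/6 Nx-LPi-Lp mice, and these counts were kept. From the counts, the 5/6 Nx-HPi-Lp mice were compared with each other group by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization and edgeR's filter on genes with low counts. Each fit held only the 8 libraries of the groups compared. A gene was called a differentially expressed gene (DEG) at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Levels per mouse were CPM (counts scaled to library size) after TMM normalization of the 16 libraries together. Counting error limits genes near 3 counts in a library, and the errors reported are between mice. The standard error of an edgeR log2 fold change is its absolute value divided by the square root of the test's F, not an output of the fit.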

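A gene was counted as expressed in a group when the mean of its deposited FPKM over the 4 mice was above 1. By this rule, 12397 genes were expressed in the Sham mice, 13299 in the 5/6 Nx-HPi-Lp mice, 12960 in the 5/6 Nx-HPi-Hp mice and 12857 in the 5/6 Nx-LPi-Lp mice. All 4 groups expressed 11451 genes, and 864 genes were expressed in the 5/6 Nx-HPi-Lp mice alone. An FPKM above 0 in every library raised the count of shared genes most, a group mean CPM above 1 gave 13534 genes, and an FPKM above 1 in every library left 10256 genes. With each library left out in turn, 11393 to 11460 genes were expressed in all 4 groups. No test was applied to these counts.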

As shown in Figure 4A and Supplemental Figure 4, A and E, the Venn diagram showed that 11,451 genes were coexpressed among these four groups. 

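Of the 15676 genes tested in all 3 comparisons of the 5/6 Nx-HPi-Lp mice, 620 were upregulated and 246 were downregulated against every other group. Counting a gene called in at least 1 of the 3 comparisons moved both counts most, to 2719 for upregulation and 1597 for downregulation. With a list of adipocyte marker genes as a covariate, 0 genes were called against all 3 groups. None was then called against the Sham mice, where 2239 genes had an unadjusted p under 0.05. That list itself separates the 5/6 Nx-HPi-Lp from the Sham mice, so there the covariate and the groups can hardly be told apart. Without 5/6 Nx-HPi-Lp replicate 4, 344 genes were upregulated and 108 downregulated against all 3 groups. Leaving out 5/6 Nx-HPi-Hp replicate 2 gave 347 upregulated genes, and leaving out 5/6 Nx-HPi-Lp replicate 2 gave 150 downregulated genes.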

The overlapping gene results of gene expression value cluster analysis showed that 3980 genes were uniquely upregulated in the 5/6 Nx-HPi-Lp mice, while 1467 genes were downregulated. A heat map of the top 1000 genes is shown in Figure 4B, and the detailed genes are listed in the Supplemental Table 3. Among these genes, the expression of genes related to smooth muscle contractile function was significantly downregulated in the 5/6 Nx-HPi-Lp mice compared with the other groups (Figure 4C). 

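Figure 4C names Tagln, Lmod1, Myl6, Myh11, Actg2, Acta2 and Smtn, and all 7 genes had enough counts to be tested. The study chose them on these libraries, so tests on them are not independent evidence. Myh11 (ENSMUSG00000018830), the smooth muscle myosin heavy chain, lies on chromosome 16 of mm10 from 14194535 to 14291372. Its level was 787 ± 336 CPM (SD, n = 4 mice) in the 5/6 Nx-HPi-Lp mice, 6063 ± 329 CPM in the Sham mice, 3669.9 ± 1658 CPM in the 5/6 Nx-HPi-Hp mice and 3590.1 ± 1119 CPM in the 5/6 Nx-LPi-Lp mice. The log2 fold change of Myh11 against the Sham mice was -2.98 (standard error 0.30, adjusted p = 7.46e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -2.25 against the 5/6 Nx-HPi-Hp mice (standard error 0.43, adjusted p = 0.0116 from the same test) and -2.20 against the 5/6 Nx-LPi-Lp mice (standard error 0.36, adjusted p = 0.00448 from the same test). Lmod1 (ENSMUSG00000048096), which encodes leiomodin 1, lies on chromosome 1 from 135324807 to 135368065 and had 129 ± 49.8 CPM in the 5/6 Nx-HPi-Lp mice against 958 ± 48.4 CPM in the Sham mice. Its log2 fold change was -2.92 against the Sham mice (standard error 0.27, adjusted p = 5.08e-05 from the same test), -1.85 against the 5/6 Nx-HPi-Hp mice and -2.04 against the 5/6 Nx-LPi-Lp mice. Without 5/6 Nx-HPi-Lp replicate 4, Lmod1 was no longer called against the 5/6 Nx-HPi-Hp mice (log2 fold change -1.72, adjusted p = 0.0556 from the same test). All 7 genes were downregulated DEGs against the Sham mice and against the 5/6 Nx-LPi-Lp mice, and 6 of 7 against the 5/6 Nx-HPi-Hp mice. Adjusted over the list alone, 7 of 7 passed in each comparison. Acta2, singled out after its values were seen, had a log2 fold change of -1.70 against the 5/6 Nx-HPi-Hp mice (adjusted p = 0.0619 from the same test). The median log2 fold change of the list was -2.29 against the Sham mice (adjusted p = 1.86e-10 from camera on the edgeR fit), -1.67 against the 5/6 Nx-HPi-Hp mice (adjusted p = 4.13e-08) and -1.60 against the 5/6 Nx-LPi-Lp mice (adjusted p = 2.25e-08). camera used a preset correlation of 0.01 between genes, and its p were adjusted over 26 tests of gene lists. The 22 tests that it called all passed under fry as well, with adjusted p of at most 0.00758. The camera p was also computed for all 35 splits of the 8 libraries into 4 and 4, the real one included. For the contractile list, only the real split was that low against the Sham mice, and 3 of the 35 splits were in each other comparison. Where other splits are as low, the camera p does not set the real grouping apart. The sympathetic neuron marker list as a covariate moved the median against the Sham mice most, to -2.70. The mean log2(CPM + 1) of the 7 genes was 7.98 ± 0.53 (SD, n = 4) in the 5/6 Nx-HPi-Lp mice, 10.36 ± 0.04 in the Sham mice, 9.61 ± 0.58 in the 5/6 Nx-HPi-Hp mice and 9.60 ± 0.43 in the 5/6 Nx-LPi-Lp mice. In the Reactome set Smooth Muscle Contraction, which was not chosen on these libraries, 15 of 25 tested genes were downregulated DEGs against the Sham mice. Its median log2 fold change was -1.38 (adjusted p = 7.13e-15 from camera).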

We also found that the genes associated with osteogenic differentiation, inflammation, and extracellular matrix compounds were uniquely and highly expressed in the 5/6 Nx-HPi-Lp mice (Figure 4, D–F). 

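Of the 6 genes of the osteogenic list, Brinp1, Bst1, Runx2, Alpl and Bmp2k could be tested against the Sham mice, and Brinp2 had too few counts. Brinp1 (ENSMUSG00000028351; chromosome 4 of mm10, 68761514 to 68954397) encodes an inducible neural-specific protein and had 9.06 ± 3.76 CPM (SD, n = 4 mice) in the 5/6 Nx-HPi-Lp mice against 0.104 ± 0.0831 CPM in the Sham mice. Its log2 fold change was 6.39 against the Sham mice (standard error 0.63, adjusted p = 6.66e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 4.30 against the 5/6 Nx-HPi-Hp mice and 5.35 against the 5/6 Nx-LPi-Lp mice. Bst1 (ENSMUSG00000029082; chromosome 5, 43818885 to 43843986), a bone marrow stromal antigen, had a log2 fold change of 1.72 against the Sham mice (standard error 0.42, adjusted p = 0.0087 from the same test). It was 0.58 against the 5/6 Nx-HPi-Hp mice (adjusted p = 0.481 from the same test) and 0.85 against the 5/6 Nx-LPi-Lp mice (adjusted p = 0.227 from the same test). The osteogenic list's median log2 fold change was 1.64 against the Sham mice (4 of 5 genes upregulated DEGs, adjusted p = 0.00321 from camera). It was 1.42 against the 5/6 Nx-HPi-Hp mice (3 of 6 genes, adjusted p = 0.000606) and 1.25 against the 5/6 Nx-LPi-Lp mice (2 of 6 genes, or 3 adjusted over the list alone, adjusted p = 0.00133). Among the 14 inflammation genes, Il1b (ENSMUSG00000027398; chromosome 2, 129364570 to 129371139), encoding interleukin 1 beta, had 14.3 ± 12.5 CPM in the 5/6 Nx-HPi-Lp mice and 0.302 ± 0.126 CPM in the Sham mice. The log2 fold change of Il1b was 5.51 against the Sham mice (standard error 0.82, adjusted p = 0.000598 from the same test), 3.87 against the 5/6 Nx-HPi-Hp mice and 5.24 against the 5/6 Nx-LPi-Lp mice. Without 5/6 Nx-HPi-Hp replicate 2, its adjusted p against that group was 0.0500 from the same test, just above the threshold. Csf2rb2 (ENSMUSG00000071714; chromosome 15, 78282507 to 78305721), a cytokine receptor chain whose reads the authors' counting could have shared with its near-identical neighbor Csf2rb, had a log2 fold change of 4.34 against the Sham mice (standard error 0.30, adjusted p = 1.66e-05 from the same test). The inflammation list's median was 2.87 against the Sham mice (13 of 14 genes, adjusted p = 8.75e-09 from camera), 1.76 against the 5/6 Nx-HPi-Hp mice (6 of 14, or 10 adjusted over the list alone, adjusted p = 2.07e-08) and 1.95 against the 5/6 Nx-LPi-Lp mice (11 of 14, adjusted p = 2.78e-10). On the log2(FPKM + 1) scale with limma, these medians against the Sham mice moved most, to 1.05 for the osteogenic list and 1.69 for the inflammation list. Against the Sham mice, 5 of the 35 splits gave the osteogenic list a camera p as low, and 4 the inflammation list. Against the 5/6 Nx-HPi-Hp mice, 3 of the 35 splits did for the inflammation list. In these cases the camera p does not set the real grouping apart.

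**Figure D1:**
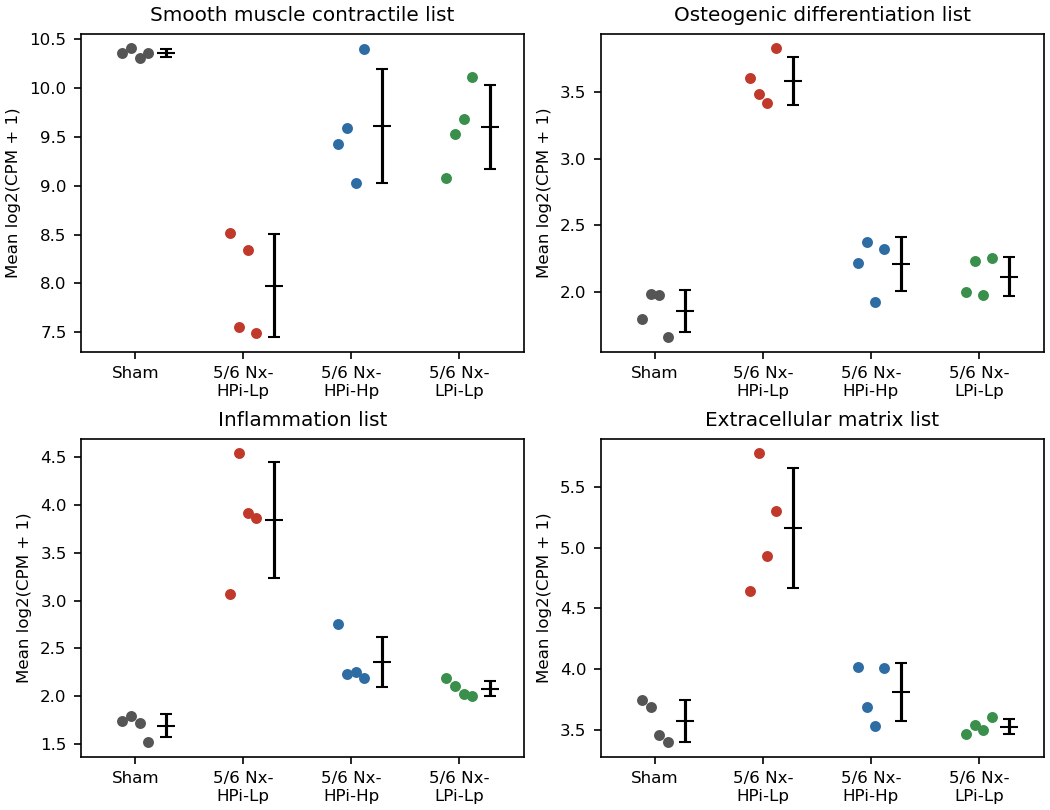
Mean log2(CPM + 1) of the genes of each list (vertical axis) in each mouse (points), by group, with the mean and SD of the 4 mice beside them. The 5/6 Nx-HPi-Lp mice averaged 3.58 for the osteogenic list and 3.85 for the inflammation list, against 1.86 and 1.69 in the Sham mice.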

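Of the 25 extracellular matrix genes in Figure 4F, Mmp24, Mmp25 and Mmp8 had too few counts to be tested, as did Col6a4 against the 5/6 Nx-LPi-Lp mice. Mmp13 (ENSMUSG00000050578; chromosome 9 of mm10, 7272514 to 7283331), a collagenase, had 17.0 ± 22.1 CPM (SD, n = 4 mice) in the 5/6 Nx-HPi-Lp mice, of which replicate 2 alone had 49.7 CPM, and 0.657 ± 0.331 CPM in the Sham mice. Its log2 fold change was 4.63 against the Sham mice (standard error 1.03, adjusted p = 0.00536 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although the values of the groups overlapped. The call of Mmp13 against the 5/6 Nx-HPi-Hp mice (log2 fold change 4.51, adjusted p = 0.0317 from the same test) was lost without 5/6 Nx-HPi-Lp replicate 2 (3.07, adjusted p = 0.0821 from the same test). Mmp12 (ENSMUSG00000049723; chromosome 9, 7344381 to 7369499), the macrophage elastase, had log2 fold changes of 4.03 (standard error 0.59, adjusted p = 0.000537 from the same test), 3.49 and 3.57 against the Sham, 5/6 Nx-HPi-Hp and 5/6 Nx-LPi-Lp mice. The median log2 fold change of the list was 2.16 against the Sham mice (19 of 22 tested genes upregulated DEGs, adjusted p = 2.57e-07 from camera). It was 1.84 against the 5/6 Nx-HPi-Hp mice (10 of 22, or 11 adjusted over the list alone, adjusted p = 1.76e-09) and 2.42 against the 5/6 Nx-LPi-Lp mice (18 of 21, adjusted p = 1.78e-13). With limma on log2(FPKM + 1), the list's medians were lower, 1.32 against the Sham mice and 0.84 against the 5/6 Nx-HPi-Hp mice. The list's camera p was as low in 9 of the 35 splits against the Sham mice and in 4 against the 5/6 Nx-HPi-Hp mice. In these comparisons it does not set the real grouping apart. In the Reactome set Extracellular matrix organization, which was not chosen on these libraries, 65 genes were upregulated and 25 downregulated among the 208 tested against the Sham mice. The set's median log2 fold change of 0.28 was not called (adjusted p = 0.217 from camera). It was 0.10 without 5/6 Nx-HPi-Lp replicate 2, and without 5/6 Nx-HPi-Lp replicate 1 it was 0.43 and passed.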

Next, we designated the 5/6 Nx-HPi-Lp mice as a calcification group and the other three groups as single-variable control groups, and pairwise analyses were conducted sequentially between the CKD calcification group and each control group. 

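Each analysis used log2(FPKM + 1) of the 8 libraries of a pair of groups, with genes centered and not scaled, and genes without a count left out. For the 5/6 Nx-HPi-Lp and Sham mice, principal component 1 held 58.1% and component 2 held 18.8% of the variance of 31247 genes. For the 5/6 Nx-HPi-Lp and 5/6 Nx-HPi-Hp mice, the first component held 37.4%, and for the 5/6 Nx-HPi-Lp and 5/6 Nx-LPi-Lp mice 41.5%. The separation of the groups on the first 2 components was measured by the mean silhouette width, which is 1 for tight groups far apart and near 0 for mixed ones. It was 0.689 for the Sham mice, 0.507 for the 5/6 Nx-HPi-Hp mice and 0.605 for the 5/6 Nx-LPi-Lp mice as the second group. In each pair, the real grouping gave the largest width of all 35 splits into 4 and 4 (exact permutation test, one-sided, p = 0.0286, the smallest p that these splits allow). Taking the libraries as variables moved the width with the Sham mice most, to 0.917, and FPKM without a log moved the other widths most. Without a log the width was 0.160 with the 5/6 Nx-HPi-Hp mice (exact permutation p = 0.0571) and 0.225 with the 5/6 Nx-LPi-Lp mice (exact permutation p = 0.0857), so neither pair passed.

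**Figure D2:**
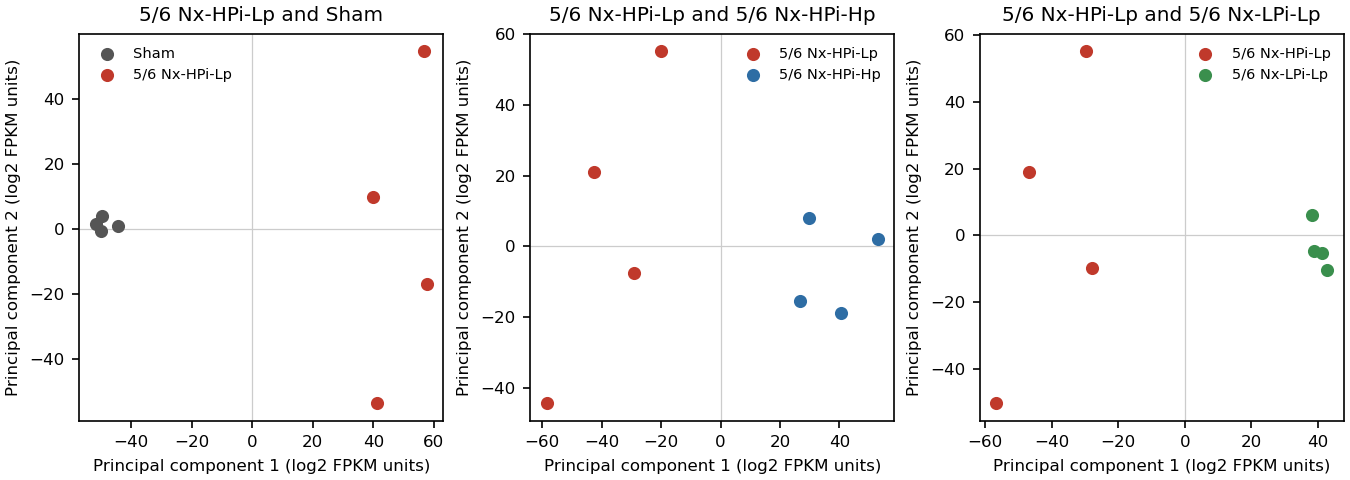
Scores of each mouse (points) on principal component 1 (horizontal axis) and component 2 (vertical axis), in log2 FPKM units, for each pair of groups. The 5/6 Nx-HPi-Lp mice lay apart from the other group in each panel, with silhouette widths of 0.689, 0.507 and 0.605 from left to right.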

As shown in Figure 4G and Supplemental Figure 4, B and F, the principal component analysis on fragments per kilobase of transcript per million mapped reads showed that two groups dispersed and the samples within each group clustered closely, indicating that our data are reliable for further analysis. 

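Of 54532 annotated genes, 16513 had enough counts in the 8 libraries of the 5/6 Nx-HPi-Lp and Sham mice to be tested. EdgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 7089 genes with an adjusted p of at most 0.05, of which 3666 also changed at least 2-fold. The values of the groups did not overlap for 41.6% of all genes tested, where chance gives 2.86%. Protein-coding genes made up 3226 of the DEGs. The adipocyte marker list as a covariate moved this count most, to 0 DEGs with 2239 genes at an unadjusted p under 0.05. That list itself separates the groups, so the covariate and the groups can hardly be told apart. With each library left out in turn, 3413 to 4087 DEGs were called.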

A total of 4646 differently expressed genes (DEGs; *P*_adj_ ≤ 0.05 and |log_2_FoldChange|≥1.0) were observed in the calcification group compared with the Sham group. Among these, 3256 genes were upregulated, and 1390 genes were downregulated (Figure 4H). 

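In this comparison, 2480 of the DEGs were upregulated and 1186 were downregulated in the 5/6 Nx-HPi-Lp mice. Named here are the DEGs with the largest fitted log2 fold changes among genes with a mean of at least 50 counts in one group. Only genes without overlap between groups were ranked. Where a group lay at or under the floor of 3 counts, the rank rests on the fitted value, and only a lower bound is printed. Ctnna2 (ENSMUSG00000063063; chromosome 6 of mm10, 76881637 to 77979699), a catenin of neurons, had 5.29 ± 5.09 CPM (SD, n = 4 mice) in the 5/6 Nx-HPi-Lp mice and no count in the Sham mice. It was at least 4.36-fold higher, measured against a floor of 3 counts (adjusted p = 0.00364 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Dpp6 (ENSMUSG00000061576; chromosome 5, 26817203 to 27727505), which encodes a potassium channel subunit of neurons, had at most 1 count in a Sham library and was at least 15.9-fold higher (adjusted p = 0.00029 from the same test). Both genes were highest in the 5/6 Nx-HPi-Lp libraries richest in sympathetic neuron genes, Ctnna2 with 11.9 CPM and Dpp6 with 21.9 CPM in replicate 1. Amy2a3 (ENSMUSG00000093931; chromosome 3, 113312455 to 113324052), a pancreatic amylase, was at least 6.88-fold higher (adjusted p = 0.00263 from the same test). It belongs to a family of near-identical copies, so its reads are uncertain, and it was highest in the library with the most pancreatic RNA, replicate 4, at 7.70 CPM. Among the downregulated genes, Dntt (ENSMUSG00000025014; chromosome 19, 41029275 to 41059523), the terminal deoxynucleotidyltransferase of lymphoid cells, had a log2 fold change of -6.56 (standard error 1.24, adjusted p = 0.00233 from the same test). The long noncoding RNA Gm34471 (ENSMUSG00000114715; chromosome 13, 113529039 to 113567767) had a log2 fold change of -6.26 (standard error 1.14, adjusted p = 0.00184 from the same test). For Cdh16 (ENSMUSG00000031881; chromosome 8, 104601911 to 104624396), a cadherin of kidney, the log2 fold change was -5.65 (standard error 1.14, adjusted p = 0.00329 from the same test).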

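Against the 5/6 Nx-HPi-Hp mice, 16198 genes were tested and 1315 were DEGs, 811 upregulated and 504 downregulated in the 5/6 Nx-HPi-Lp mice. The values of the groups did not overlap for 20.6% of all genes tested, where chance gives 2.86%. Against the 5/6 Nx-LPi-Lp mice, 16253 genes were tested and 1931 were DEGs, 1284 upregulated and 647 downregulated, and 24.4% of all genes tested did not overlap. The first count fell to 638 without 5/6 Nx-HPi-Lp replicate 4 and to 682 without 5/6 Nx-HPi-Hp replicate 2. The second fell to 1278 without 5/6 Nx-HPi-Lp replicate 4. Treating the replicate number as a block gave 371 DEGs against the 5/6 Nx-HPi-Hp mice, the largest move of that count. The rule for naming genes was that of the comparison with the Sham mice. By it, the upregulated DEGs with the largest fitted changes against the 5/6 Nx-HPi-Hp mice were Amy2a3, Saa3 and Tnfsf11. Saa3 (ENSMUSG00000040026; chromosome 7 of mm10, 46711998 to 46715700), a serum amyloid A protein, had a log2 fold change of 8.84 (standard error 1.35, adjusted p = 0.00542 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and ranged from 4.22 to 242 CPM among the 5/6 Nx-HPi-Lp mice. Tnfsf11 (ENSMUSG00000022015; chromosome 14, 78277445 to 78308043), the RANK ligand of bone resorption, was at least 6.09-fold higher against a floor of 3 counts (adjusted p = 0.00497 from the same test). Amy2a3, whose reads are uncertain and follow pancreatic RNA, was at least 3.55-fold higher. The downregulated genes were the noncoding Gm15721 (ENSMUSG00000085565; chromosome 5, 147949882 to 147957166) at -6.06, the muscle creatine kinase Ckm (ENSMUSG00000030399; chromosome 7, 19404776 to 19422841) at -6.05 and Tcap (ENSMUSG00000007877; chromosome 11, 98383811 to 98384953), which encodes telethonin, at -4.02. The latter pair are genes of striated muscle. Against the 5/6 Nx-LPi-Lp mice, Wfdc21 (ENSMUSG00000051748; chromosome 11, 83746940 to 83752642) was at least 15.0-fold higher. Serpina3m (ENSMUSG00000079012; chromosome 12, 104338486 to 104394257), of a family of close paralogs that can share reads, was at least 14.7-fold higher, and Saa3 had a log2 fold change of 9.38. Ckm had a log2 fold change of -9.47 (adjusted p = 0.0206 from the same test), which was not called without 5/6 Nx-HPi-Lp replicate 4 (adjusted p = 0.0623). Its 219 CPM in 5/6 Nx-LPi-Lp replicate 2 compared with 0.592 to 13.2 CPM in the other libraries of that group. Gm15721 was at -5.65, and Adprhl1 (ENSMUSG00000031448; chromosome 8, 13221663 to 13254162), a gene of heart muscle, at -5.63 (adjusted p = 0.0214 from the same test). Adprhl1 was not called without 5/6 Nx-HPi-Lp replicate 3 or 4 (adjusted p = 0.0529 and 0.0649).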

Meanwhile, we observed that 2096 DEGs significantly altered in the calcification group compared with the 5/6 Nx-HPi-Hp mice, and a total of 2688 DEGs significantly altered in the calcification group compared with the 5/6 Nx-LPi-Lp mice (Supplemental Figure 4, C and G). Gene ontology analysis revealed that multiple calcification-related pathways, including ossification, bone mineralization, bone resorption, and inflammation, were enriched in the calcification mice compared with other three groups (Figure 4I and Supplemental Figure 4, D and H). 

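The paper's gene sets were not used here; the genes that Figure 4, J–L, names for each were tested in their place, with a Reactome set for apoptosis. For endothelial cell chemotaxis, 7 of 8 tested genes were upregulated DEGs in the 5/6 Nx-HPi-Lp mice against the Sham mice, with a median log2 fold change of 1.75 (adjusted p = 1.41e-07 from camera). Fgf4 had too few counts. Cxcl13 (ENSMUSG00000023078; chromosome 5 of mm10, 95956951 to 95961068), a chemokine that attracts B cells, had 55.8 ± 8.98 CPM (SD, n = 4 mice) in the 5/6 Nx-HPi-Lp mice and 0.859 ± 0.679 CPM in the Sham mice. Its log2 fold change was 6.01 (standard error 0.41, adjusted p = 1.49e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Thbs1 (ENSMUSG00000040152; chromosome 2, 118111876 to 118127133), encoding thrombospondin 1, had a log2 fold change of 2.93 (standard error 0.31, adjusted p = 0.000102 from the same test). For the response to oxygen levels, 6 of 9 genes were upregulated DEGs and the median log2 fold change was 1.76 (adjusted p = 0.00795 from camera). The adipocyte marker list as a covariate moved it most, to 0.68, which was not called (adjusted p = 0.155, in a range from 0.00025 to 0.155 over 13 alternatives). The adipocyte list itself separates these groups, so the covariate and the groups can hardly be told apart. For the oxygen list, 14 of the 35 splits into 4 and 4 gave a camera p as low, so it does not set the real grouping apart. Mt3 (ENSMUSG00000031760; chromosome 8, 94152607 to 94154146), a metallothionein, had a log2 fold change of 4.19 (standard error 0.81, adjusted p = 0.00263 from the same edgeR test). With the sympathetic neuron marker list as a covariate Mt3 was at 1.63 and was not called (adjusted p = 0.0665, in a range from 2.92e-08 to 0.812 over 12 alternatives). Ccnb1 (ENSMUSG00000041431; chromosome 13, 100778650 to 100786570), encoding cyclin B1, had a log2 fold change of 3.55 (standard error 1.19, adjusted p = 0.0362 from the same edgeR test), with overlapping groups. It was not called in 7 of the 8 fits that each left out 1 library, for example at 2.94 without 5/6 Nx-HPi-Lp replicate 2. For apoptosis, 0 of 8 tested genes reached an adjusted p of at most 0.05 and a 2-fold change, while 7 had an unadjusted p under 0.05 and 3 an adjusted p of at most 0.05. Fasl had too few counts. Lmnb1 (ENSMUSG00000024590; chromosome 18, 56707813 to 56753424), encoding lamin B1, had a log2 fold change of 0.80 (standard error 0.31, adjusted p = 0.0654 from the same edgeR test) that reached 1.03 and was called without 5/6 Nx-HPi-Lp replicate 1. Ctsz (ENSMUSG00000016256; chromosome 2, 174427493 to 174439039), encoding cathepsin Z, was at 0.60 (standard error 0.22, adjusted p = 0.0459 from the same edgeR test). The apoptosis genes had a median log2 fold change of 0.49, which was not called by camera (adjusted p = 0.105) but passed under fry (adjusted p = 6.24e-05). In the Reactome set Apoptosis, 12 of 134 tested genes were upregulated and 5 downregulated DEGs, with a median log2 fold change of 0.09 (adjusted p = 0.577 from camera). Total-count scaling moved it to -0.05, and leaving out 5/6 Nx-HPi-Lp replicate 2 to 0.05. These lists were chosen by the study on these libraries, apart from the Reactome set, so their tests are not independent evidence.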

Simultaneously, gene set enrichment analysis showed that the genes related to calcification, such as endothelial cell chemotaxis, cell response to oxygen levels, and cell apoptosis, were all upregulated in the calcification mice compared with the Sham mice (Figure 4, J–L). All these RNA-Seq data further confirmed that the HPi-Lp diet could increase arterial calcification, smooth muscle cell osteogenic transformation, and vascular inflammation in CKD mice.

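Runx2 (ENSMUSG00000039153; chromosome 17 of mm10, 44495987 to 44814797), the transcription factor of osteoblasts, had 6.03 ± 2.13 CPM (SD, n = 4 mice) in the 5/6 Nx-HPi-Lp mice. The other groups had 1.87 ± 0.474 CPM (Sham), 1.91 ± 0.454 CPM (5/6 Nx-HPi-Hp) and 1.96 ± 0.616 CPM (5/6 Nx-LPi-Lp). Its log2 fold change was 1.64 against the Sham mice (standard error 0.33, adjusted p = 0.00313 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1.63 against the 5/6 Nx-HPi-Hp mice (adjusted p = 0.0229 from the same test) and 1.61 against the 5/6 Nx-LPi-Lp mice (adjusted p = 0.0158 from the same test). Runx2 was not called against the 5/6 Nx-HPi-Hp mice in 4 of the 8 fits that each left out 1 library, for example at 1.44 without 5/6 Nx-HPi-Lp replicate 2. Alpl (ENSMUSG00000028766; chromosome 4, 137741733 to 137796384), encoding alkaline phosphatase, had a log2 fold change of 1.19 against the Sham mice (standard error 0.30, adjusted p = 0.0104 from the same test) and was at 0.85, below the 2-fold threshold, without 5/6 Nx-HPi-Lp replicate 3. It was not called against the 5/6 Nx-HPi-Hp mice (0.98, adjusted p = 0.0721 from the same test) or the 5/6 Nx-LPi-Lp mice (0.68, adjusted p = 0.171 from the same test). Bmp2 was not called in any of the 3 comparisons, with log2 fold changes of -0.68 against the Sham, 0.40 against the 5/6 Nx-HPi-Hp and 0.33 against the 5/6 Nx-LPi-Lp mice. Without 5/6 Nx-HPi-Lp replicate 3 it was called lower than in the Sham mice, at -1.06. Tagln (ENSMUSG00000032085; chromosome 9, 45929619 to 45936058), encoding transgelin, had 17.4 ± 8.05 CPM in the 5/6 Nx-HPi-Lp mice and 71.8 ± 2.16 CPM in the Sham mice, a log2 fold change of -2.08 (standard error 0.30, adjusted p = 0.000473 from the same test). Against the 5/6 Nx-HPi-Hp mice it was at -1.67 and was not called in 5 of the 8 fits that each left out 1 library, for example at -1.52 without 5/6 Nx-HPi-Lp replicate 2. Cd68 (ENSMUSG00000018774; chromosome 11, 69664213 to 69666153), a macrophage marker, had 35.0 ± 23.1 CPM in the 5/6 Nx-HPi-Lp mice and 5.93 ± 1.10 CPM in the Sham mice, a log2 fold change of 2.52 (standard error 0.41, adjusted p = 0.00106 from the same test). From the lower expression of contractile genes, the higher expression of osteogenic, inflammatory and matrix genes, and the enriched pathways in the calcification group, the paper proposes that the HPi-Lp diet could increase arterial calcification, osteogenic transformation of smooth muscle cells and vascular inflammation in CKD mice.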

**Figure 4:**
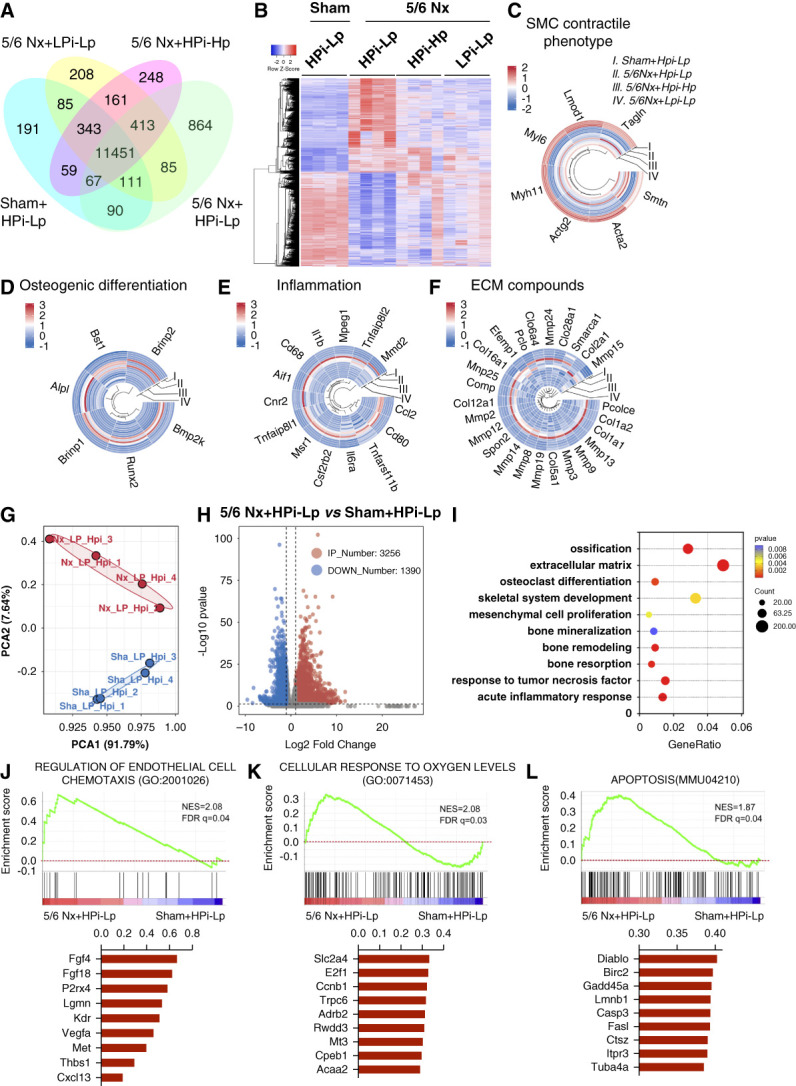
**Calcification-related genes were upregulated in the 5/6 Nx mice fed the HPi-Lp diet.** Twelve-week-old male C57BL/6J mice underwent 5/6 Nx, and 2 weeks later were fed the indicated diets for 4 weeks. Total RNA was isolated from the aortas for RNA-Seq. *n*=4 mice per group. (A) The Venn diagram of RNA-Seq data of the aortas from four groups. (B) Heat map of the top 1000 DEGs. (C–F). Circular heat maps showed that the HPi-Lp diet substantially downregulated genes associated with the smooth muscle cell contractile phenotype and upregulated genes related to osteogenic differentiation, inflammation, and the extracellular matrix in 5/6 Nx mice. (G) PCA on the gene expression value of the 5/6 Nx-HPi-Lp mice and the Sham animals. (H) Volcano plot showed 4646 DEGs between the 5/6 Nx-HPi-Lp and the Sham mice. (I) GO enrichment analysis showed multiple calcification-related pathways enriched between the 5/6 Nx-HPi-Lp and the Sham mice. (J–L) GSEA showed that endothelial cell chemotaxis, cell response to oxygen levels, and cell apoptosis were increased in the 5/6 Nx-HPi-Lp mice compared with the Sham animals. The top nine DEGs were listed. DEG, differently expressed gene; ECM, extracellular matrix; FDR, false discovery rate; GO, gene ontology; GSEA, gene set enrichment analysis; IP, intraperitoneal injection; NES, normalized enrichment score; PCA, principal component analysis; RNA-Seq, RNA sequencing; SMC, smooth muscle cell.

### p38 MAPK Signaling Was Highly Activated in the 5/6 Nx Mice Fed the HPi-Lp Diet

To define the mechanisms whereby the HPi-Lp diet promotes arterial calcification in CKD, we conducted a pairwise comparison of DEGs across designed groups using Kyoto Encyclopedia of Genes and Genomes pathway analysis (Figure 5, A–C). Among the top calcification-related pathways, we focused on the MAPK family signaling. 

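The heat map in Figure 5D shows 47 genes, 35 of them as upregulated and 12 as downregulated in the calcification group. The study chose them on these libraries, so tests on them are not independent evidence. Of the 35 genes, Cacng5, Pla2g4d, Fgf23 and Ptpn5 had too few counts to be tested. The other 31 all had a positive log2 fold change against each of the other 3 groups. This count was added to the results after the data were seen. It moved most to 24 with at least 10 counts required in every library and reached 35 without a count filter and with DESeq2. The upregulated genes had a median log2 fold change of 1.72 against the Sham mice, which stayed at 1.72 with the 1 gene at the floor set to its bound (23 of 31 DEGs, or 24 adjusted over the list alone, adjusted p = 3.09e-12 from camera). Their median was 1.49 against the 5/6 Nx-HPi-Hp mice (18 of 31, or 24 adjusted over the list alone, adjusted p = 5.07e-16) and 1.81 against the 5/6 Nx-LPi-Lp mice (27 of 31, or 31 adjusted over the list alone, adjusted p = 4.60e-22). Against the Sham mice, 3 of the 35 splits into 4 and 4 gave a camera p as low, so there it does not set the real grouping apart. Cacna1b (ENSMUSG00000004113; chromosome 2 of mm10, 24603887 to 24763152), a neuronal calcium channel, had 8.77 ± 8.11 CPM (SD, n = 4 mice) in the 5/6 Nx-HPi-Lp mice and at most 2 counts in a Sham library, at least 6.47-fold higher (adjusted p = 0.00085 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ngfr (ENSMUSG00000000120; chromosome 11, 95568818 to 95587735), the low-affinity nerve growth factor receptor, had 132 ± 134 CPM and 0.692 ± 0.325 CPM in the Sham mice, a log2 fold change of 7.52 (standard error 1.29, adjusted p = 0.00135 from the same test). Both genes followed the sympathetic neuron marker genes: with these as a covariate, the log2 fold change of Ngfr against the Sham mice was 2.16, and against the 5/6 Nx-LPi-Lp mice neither was called (Ngfr 1.00, Cacna1b 1.39). Their calls against the 5/6 Nx-LPi-Lp mice (Ngfr 4.51, Cacna1b 3.84) were also lost without 5/6 Nx-HPi-Lp replicate 1 (3.99 and 3.28) and in 4 and 5 of the other fits that each left out 1 library. Neither was called against the 5/6 Nx-HPi-Hp mice with these settings (3.28 and 3.49). There, 3 of 13 alternatives called Ngfr higher and 2 of 10 called Cacna1b higher. The 11 tested genes of the downregulated set had a median of -1.99 against the Sham mice (9 DEGs, adjusted p = 3.86e-09 from camera). It was -1.26 against the 5/6 Nx-HPi-Hp mice (6, or 10 adjusted over the list alone, adjusted p = 1.74e-08) and -1.24 against the 5/6 Nx-LPi-Lp mice (9, or 11 adjusted over the list alone, adjusted p = 6.65e-09). Cacna2d4 had too few counts. Pla2g4f (ENSMUSG00000046971; chromosome 2, 120299957 to 120314165), a phospholipase, had a log2 fold change of -3.34 against the Sham mice (standard error 0.80, adjusted p = 0.00794 from the same edgeR test). Hspa1l (ENSMUSG00000007033; chromosome 17, 34972703 to 34979285), of a heat shock family whose close copies can share reads, was at -2.60 (standard error 0.57, adjusted p = 0.00499 from the same edgeR test). On the log2(FPKM + 1) scale with limma, the median of the upregulated genes against the Sham mice moved most, to 1.00.

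**Figure D3:**
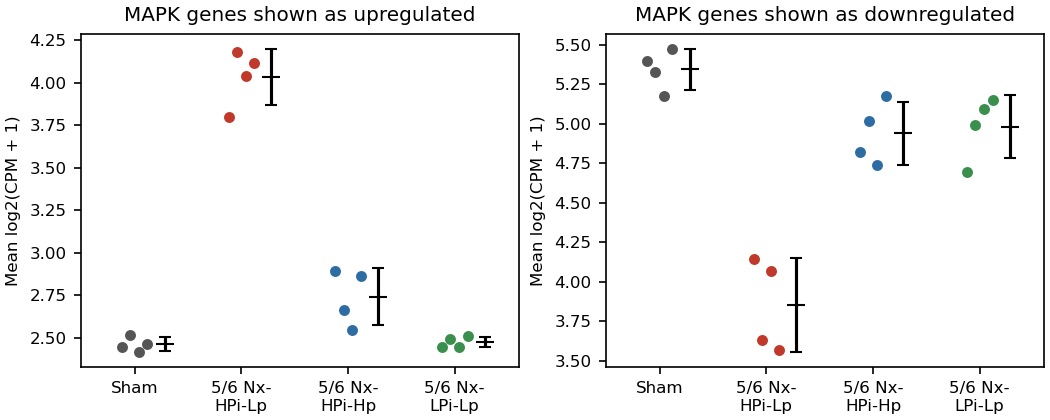
Mean log2(CPM + 1) of the MAPK genes that the paper shows as upregulated (left) and downregulated (right), on the vertical axis, in each mouse (points), by group, with the mean and SD of the 4 mice beside them. The upregulated genes averaged 4.03 in the 5/6 Nx-HPi-Lp mice and 2.46 in the Sham mice, and the downregulated genes 3.85 and 5.34.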

As illustrated by the heat map, 35 of 47 genes classified in the MAPK signaling pathway (mmu04010) were upregulated in the calcified group compared with the other three groups (Figure 5D). 

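The gene set of the paper was not used here. Small Reactome sets for p38 MAPK, not chosen on these libraries, were tested between the 5/6 Nx-HPi-Lp and Sham mice. In the set p38MAPK events, all 13 genes were tested, 4 were upregulated DEGs and none was a downregulated DEG. Its median log2 fold change was 0.29 (adjusted p = 0.00795 from camera), and the adipocyte marker list as a covariate moved it most, to 0.48. In the set on p38 MAPK activation by TAK1, 20 of 21 genes were tested, 2 were upregulated and 2 downregulated DEGs, and the median log2 fold change of 0.10 was not called by camera (adjusted p = 0.299). It passed under fry (adjusted p = 0.00326), and total-count scaling turned it to -0.03. Mapk11 (ENSMUSG00000053137; chromosome 15 of mm10, 89142486 to 89149628), encoding p38β, had 22.8 ± 4.38 CPM (SD, n = 4 mice) in the 5/6 Nx-HPi-Lp mice and 2.75 ± 0.630 CPM in the Sham mice, a log2 fold change of 3.00 (standard error 0.22, adjusted p = 2.01e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was at 1.24 against the 5/6 Nx-HPi-Hp mice (adjusted p = 0.00866 from the same test) and at 1.86 against the 5/6 Nx-LPi-Lp mice (adjusted p = 0.0014 from the same test). None of the other p38 genes was called in a comparison with these settings. Against the Sham, 5/6 Nx-HPi-Hp and 5/6 Nx-LPi-Lp mice, in that order, the log2 fold changes of Mapk14, encoding p38α, were -0.04, -0.40 and -0.30. Those of Mapk12 were 0.58, -1.12 and -0.44, and those of Mapk13 were 0.88, -0.08 and 0.19. Of 13 alternatives, 5 called Mapk12 lower than in the 5/6 Nx-HPi-Hp mice (adjusted p from 0.00908 to 0.180 over the 13), among them DESeq2 at -1.13. With the sympathetic neuron list as a covariate, Mapk13 was called higher than in the Sham mice, at 1.21.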

Through gene set enrichment analysis, we further observed that MAPK family signaling was strongly activated in mice with calcification compared with those in the Sham group (Supplemental Figure 5A). Since p38 MAPK signaling plays a crucial role in the regulation of bone differentiation and bone formation,^41,42^ we examined the role of p38 MAPK signaling in medial artery and skin arteriolar calcification. p38 MAPK has four isoforms: p38*α*, p38*β*, p38*γ*, and p38*δ*. We found that p38*α* was the most abundant one among four p38 MAPK isoforms in smooth muscle cells and the aortas (Supplemental Figure 5, B and C). Next, we observed that p-p38 MAPK was dramatically increased in the calcified aortas of the 5/6 Nx-HPi-Lp mice compared with the other groups (Supplemental Figure 5, D and E). To identify the potential association between p-p38 MAPK expression and calcification levels in CKD mice, we plotted the percentage of p-p38 MAPK-positive area versus calcium content in the 5/6 Nx-HPi-Lp mice. As shown in Supplemental Figure 5F, there was a strong positive correlation between p-p38 expression and calcification extent in the aortas (R^2^=0.72, *P* = 0.0079). Western blotting data further confirmed that p-p38 MAPK was markedly increased in the 5/6 Nx-HPi-Lp mice compared with the other groups (Figure 5, E and F). To further determine the role of p38 in vascular calcification, we used p38*α* small interfering RNA. As shown in Figure 5, G and H, and Supplemental Figure 5, G–I, knockdown of p38*α* markedly attenuated Pi-induced smooth muscle cell calcification and osteogenic transformation. To determine whether p38 activation contributes to Pi-mediated smooth muscle cell calcification, we constructed a constitutively active p38 plasmid (p38-T180E-Y182E). We found that p38-T180E-Y182E promoted Pi-induced smooth muscle cell calcification, osteogenic transformation, and inflammation (Figure 5, I and J, and Supplemental Figure 5, J–N). SB203580 is a specific p-38 MAPK inhibitor recognized for its high selectivity toward p38*α* and p38*β*.^43,44^ As shown in Figure 5K, SB203580 treatment dose-dependently inhibited smooth muscle cell calcification. In addition, we also observed that p-p38 MAPK was increased in the small vessels of the abdominal skin and kidney section from the 5/6 Nx-HPi-Lp mice (Supplemental Figure 5, O–R).

**Figure 5:**
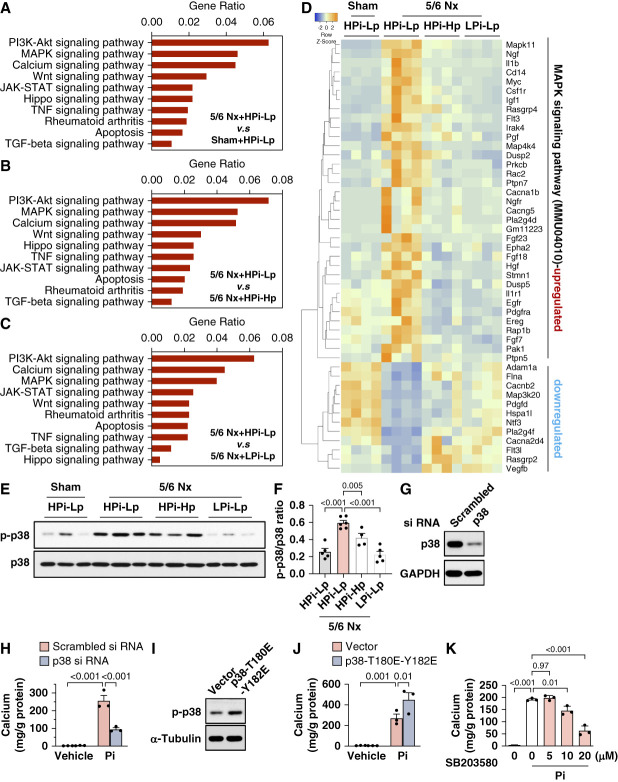
**p38 MAPK signaling was highly activated in the 5/6 Nx mice fed the HPi-Lp diet.** (A–C) KEGG analysis of calcification-related pathways in the aortas of the 5/6 Nx-HPi-Lp mice compared with the other three groups. (D) Heat map showed that MAPK signaling pathway was activated in the 5/6 Nx-HPi-Lp mice. (E and F) Western blotting showed that p-p38 MAPK was significantly higher in the aortas of the 5/6 Nx-HPi-Lp mice than in the other three groups. *n*=4–6. (G) Western blotting showed that p38*α* siRNA specifically decreased p38 in smooth muscle cells. Rat aortic smooth muscle cells were transfected with 50 nM p38*α* siRNA or scrambled siRNA for 3 days. GAPDH was used as an internal control. (H) The calcium assay data showed that knockdown of p38*α* inhibited Pi-mediated smooth muscle cell calcification. Rat aortic smooth muscle cells were transfected with 50 nM scrambled siRNA or p38*α* siRNA for 2 days and then cultured in a calcification medium containing 4.5 mM Pi for 6 days. *n*=3. (I and J) Calcium assay showed that activation of p38 significantly promoted Pi-mediated smooth muscle cells calcification. *n*=3. Rat aortic smooth muscle cells were transfected with 15 *μ*g pcDNA3.1-p38-T180E-Y182E or vector using electroporation, and p-p38 was confirmed using Western blotting. (K) p-p38 MAPK inhibitor SB203580 dose-dependently suppressed Pi-induced smooth muscle cell calcification. Rat aortic smooth muscle cells were pretreated with different concentrations of SB203580 and then treated with 4.5 mM Pi for 6 days. Calcium content was measured using a calcium assay. *n*=3. Values are mean±SEM for *in vivo* studies and mean±SD for *in vitro* experiments. Data were analyzed using one-way or two-way ANOVA adjusted with the Tukey *post hoc* test for multiple comparisons. *P* < 0.05 was significant. JAK-STAT, Janus kinase-signal transducer and activator of transcription; KEGG, Kyoto Encyclopedia of Genes and Genomes; MAPK, mitogen-activated protein kinase; PI3K, phosphoinositide 3-kinase; siRNA, small interfering RNA.

### Inhibition of p38 MAPK Suppressed Medial Artery Calcification in the 5/6 Nx Mice Fed the HPi-Lp Diet

Next, we evaluated the effect of p38 MAPK inhibitor SB203580 on arterial calcification in the 5/6 Nx-HPi-Lp mice. The protocol is illustrated in Figure 6A. As shown in Supplemental Figure 6D, the administration of SB203580 slightly reduced weight loss compared with vehicle treatment in our CKD calcification model. During the experiment, we observed that two mice died in the vehicle CKD calcification group, whereas no animal died in the SB203580 CKD calcification group (Supplemental Figure 6E). As shown in Figure 6, B–D, and Supplemental Figure 6, A–C, calcium contents in all tested tissues were dramatically increased in the 5/6 Nx-HPi-Lp mice compared with the Sham mice. However, these effects were significantly blunted by the administration of SB203580. Von Kossa staining and Alizarin Red staining also showed that calcium deposits were markedly decreased by SB203580 administration compared with the vehicle in the 5/6 Nx-HPi-Lp mice (Figure 6, E–G). Accordingly, Verhoeff–Van Gieson staining showed that the administration of SB203580 blocked the degradation of elastic fibers (Figure 6, E and H). Furthermore, we observed that SB203580 markedly decreased smooth muscle cell osteogenic transformation as evidenced by decreased osteogenic markers Runx2 and BMP2 and increased smooth muscle cell markers smooth muscle 22 alpha (SM22α) and SM-*α*-actin in the 5/6 Nx-HPi-Lp mice (Figure 6, I–M). In addition, the administration of SB203580 inhibited the disruption of the endothelial layer and reduced CD68-positive and vascular cell adhesion molecule-1–positive staining, suggesting that inhibition of p38 MAPK could reduce inflammation in CKD calcification mice (Figure 6, N–R). Collectively, these data showed that the inactivation of p38 MAPK using SB203580 could significantly reduce medial artery calcification, osteogenic transformation, and inflammation in CKD mice.

**Figure 6:**
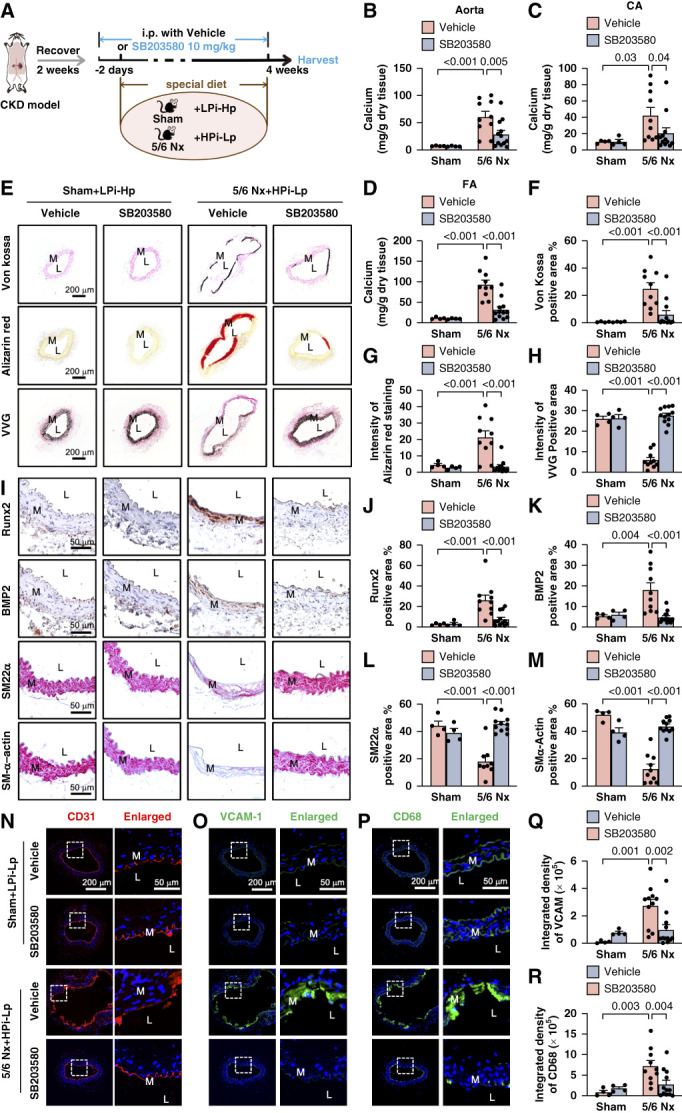
**Inactivation of p38 MAPK suppressed media artery calcification in the 5/6 Nx mice fed the HPi-Lp diet.** (A) Schematic diagram of SB203580 *in vivo* study. Twelve-week-old male C57BL/6J mice were subjected to 5/6 Nx or Sham surgery, and 2 weeks later fed a HPi-Lp diet or LPi-Hp diet for 4 weeks. p38 MAPK inhibitor SB203580 (10 mg/kg) or vehicle was daily IP injected 2 days before feeding the diet. The aortas were dissected. (B–D) Calcium assay showed that the administration of SB203580 significantly reduced calcium content in the aorta, FA, and CA. (E) Von Kossa, Alizarin red, and VVG staining showed that SB203580 administration suppressed medial artery calcification in the abdominal aortas of the 5/6 Nx-HPi-Lp mice. (F–H) Quantitative data of Von Kossa, Alizarin red, and VVG staining. (I) Immunohistochemistry staining showed that the administration of SB203580 inhibited osteogenic markers Runx2 and BMP2 and increased smooth muscle cell markers SM22*α* and SM-*α*-actin in the abdominal aortas of the 5/6 Nx-HPi-Lp mice. (J–M) Quantitative data of immunohistochemistry staining for Runx2, BMP2, SM22*α*, and SM-*α*-actin. (N) Immunofluorescence staining for CD31 showed that the administration of SB203580 blocked the disturbed endothelial layer in the abdominal aortas of the 5/6 Nx mice fed a HPi-Lp diet. (O and P) Immunofluorescence staining showed that the administration of SB203580 markedly suppressed VCAM-1 and CD68 in the abdominal aortas of the 5/6 Nx-HPi-Lp mice. Nuclei were stained with DAPI. (Q and R) Quantitative data of VCAM-1 and CD68. Values are mean±SEM. Sham group: *n*=4; 5/6 Nx groups: *n*=10 or 12 mice. Data were analyzed using two-way ANOVA adjusted with the Tukey *post hoc* test for multiple comparisons. *P* < 0.05 was significant. i.p., intraperitoneal; Lpi-Hp, low-phosphate–high-protein; SM22α, smooth muscle 22 alpha.

### Inhibition of p38 MAPK Alleviated Cutaneous Arteriolar Calcification in the 5/6 Nx Mice Fed the HPi-Lp Diet

Next, we explored the role of p38/MAPK signaling in cutaneous arteriolar calcification. Von Kossa staining and CD31 immunohistochemistry staining revealed that calcium was deposited in the arterioles of the skin in the 5/6 Nx-HPi-Lp mice (Figure 7, A and B). These effects, however, were markedly blunted by the administration of SB203580. Calcium assay also showed that calcium content in the skin was increased in the 5/6 Nx-HPi-Lp mice but was significantly suppressed in the SB203580-treated mice (Figure 7C). In addition, the expression of osteogenic markers Runx2 and BMP2 was increased in the skin arterioles of the 5/6 Nx-HPi-Lp mice, and this increase was significantly reduced by the administration of SB203580 (Figure 7, D–F). These data suggest that targeting p38 MAPK could be a promising therapeutic strategy for cutaneous arteriolar calcification.

**Figure 7:**
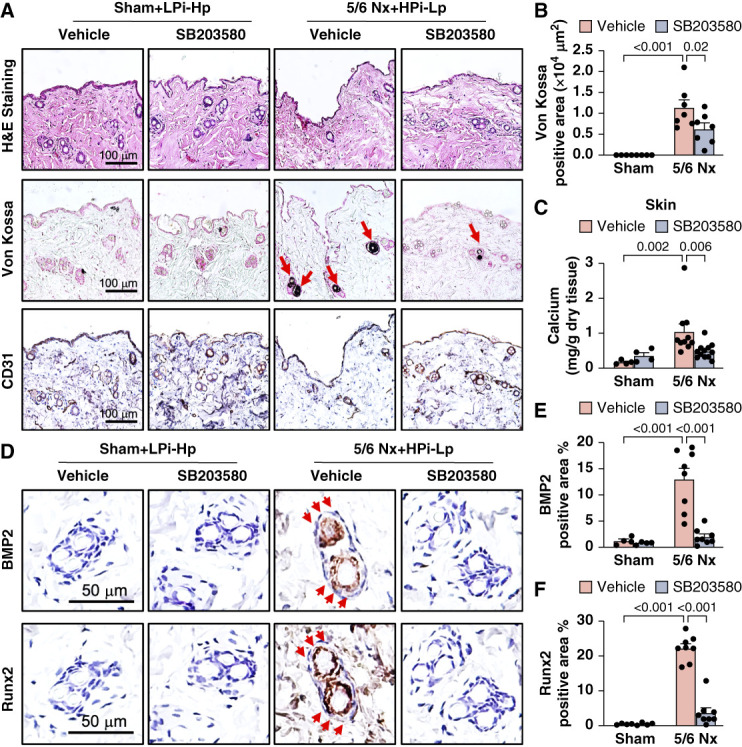
**Inhibition of p38 MAPK alleviated skin arteriolar calcification in the 5/6 Nx mice fed the HPi-Lp diet.** Twelve-week-old male C57BL/6J mice were subjected to 5/6 Nx or Sham surgery and then daily IP injected with 10 mg/kg SB203580 or vehicle, followed by a HPi-Lp diet or LPi-Hp diet feeding for 4 weeks, as presented in Figure 6A. The abdominal skins were collected. (A) H&E, Von Kossa staining, and immunohistochemistry for endothelial cell marker CD31 showed that calcium deposits in the arterioles of the abdominal skin of the 5/6 Nx-HPi-Lp mice. (B) Quantitative data of Von Kossa staining. *n*=4 or 7 mice. (C) Calcium assay showed that the administration of p38 MAPK inhibitor SB203580 significantly reduced calcium content in the 5/6 Nx-HPi-Lp mice compared with the vehicle. Sham: *n*=4; 5/6 Nx: *n*=10 or 12 mice. (D) The administration of SB203580 suppressed osteogenic transformation in the 5/6 Nx-HPi-Lp mice compared with the vehicle. The osteogenic markers Runx2 and BMP2 were examined using immunohistochemistry staining. (E and F) Quantitative data of immunohistochemistry staining. *n*=4 or 8 mice. Values are mean±SEM. Data were analyzed using two-way ANOVA adjusted with the Tukey *post hoc* test for multiple comparisons. *P* < 0.05 was significant.

### Inhibition of p38 MAPK Reduced Glomerular Damage and Kidney Fibrosis in the 5/6 Nx Mice Fed the HPi-Lp Diet

Because CKD mice fed a HPi-Lp exhibited extensive glomerular damage and kidney fibrosis, we next determined whether inhibition of p38 MAPK could suppress kidney dysfunction. Serum measurements in mice revealed that BUN levels were reduced in the SB203580 administration group compared with the vehicle group in CKD mice (Supplemental Figure 7A). However, no changes in PTH, creatinine, albumin, or Pi levels were observed in CKD mice after SB203580 administration compared with those receiving the vehicle (Supplemental Figure 7, B–E), suggesting that SB203580 did not mitigate hyperphosphatemia or kidney dysfunction in the 5/6 Nx-HPi-Lp model. Furthermore, the reduced serum calcium and fetuin-A levels in the 5/6 Nx-HPi-Lp group were restored by SB203580 administration, suggesting that SB203580 might protect against calcification by regulating calcium metabolism (Supplemental Figure 7, F and G). As shown in Figure 8, A and B, periodic acid–Schiff and Von Kossa staining revealed extensive glomerular impairments in the 5/6 Nx-HPi-Lp mice. By contrast, the administration of SB203580 alleviated these pathologic changes. Masson Trichrome and Sirius Red staining further showed that the fibrotic areas were significantly reduced by the administration of SB203580 in the 5/6 Nx-HPi-Lp mice (Figure 8, C–E). In addition, we observed that the administration of SB203580 markedly reduced myofibroblast marker SM-*α*-actin and macrophage marker CD68 in the 5/6 Nx-HPi-Lp mice (Figure 8, F–I). These data suggest that inhibition of p38 MAPK signaling could improve Pi-promoted kidney fibrosis.

**Figure 8:**
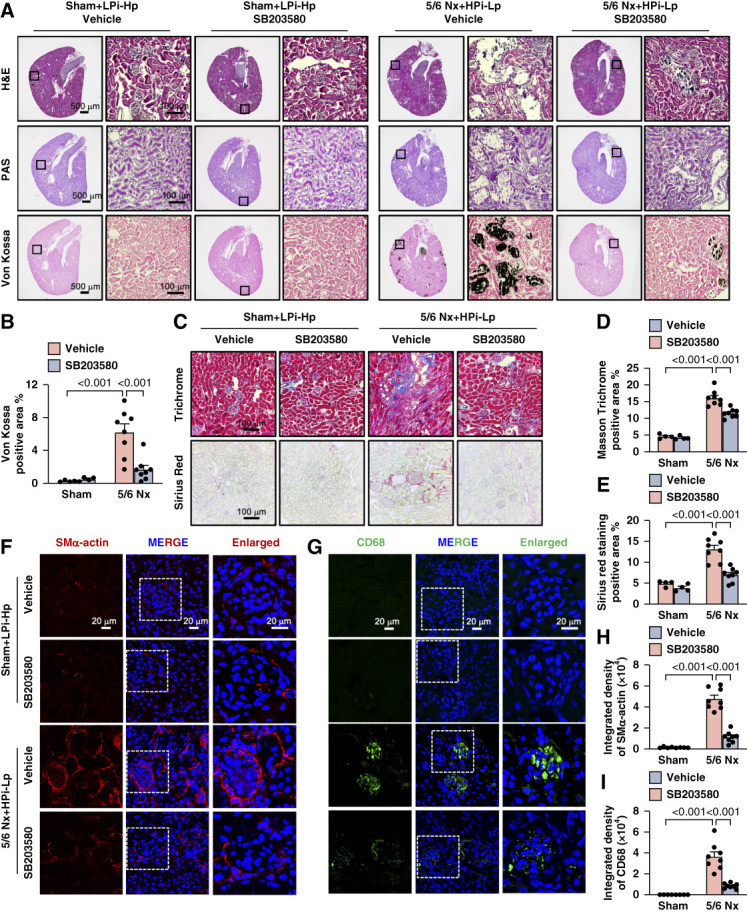
**Suppression of p38 MAPK reduced glomerular damage and kidney fibrosis in the 5/6 Nx mice fed the HPi-Lp diet.** Twelve-week-old male C57BL/6J mice were subjected to 5/6 Nx or Sham surgery and then IP injected with 10 mg/kg SB203580 or vehicle, followed by a HPi-Lp diet or LPi-Hp diet feeding for 4 weeks, as presented in Figure 6. The kidneys were isolated. (A) H&E, PAS, and Von Kossa staining showed that p38 MAPK inhibitor SB203580 suppressed glomerulus damage and calcification in the kidneys of the 5/6 Nx-HPi-Lp mice compared with the vehicle. (B) Quantitative data of Von Kossa staining. *n*=4 or 8 mice. (C–E) Masson's Trichrome and Sirius Red staining showed that the administration of SB203580 reduced kidney fibrosis in the kidneys of the 5/6 Nx-HPi-Lp mice. *n*=4 or 8 mice. (F and H) Immunofluorescence staining showed that SB203580 treatment significantly suppressed fibrosis marker SM-*α*-actin in the kidneys of the 5/6 Nx-HPi-Lp mice. *n*=4 or 8 mice. (G and I) Immunofluorescence staining for macrophage marker CD68 showed that SB203580 suppressed macrophage accumulation in the kidneys of the 5/6 Nx-HPi-Lp mice. *n*=4 or 8 mice. Values are mean±SEM. Data were analyzed using two-way ANOVA adjusted with the Tukey *post hoc* test for multiple comparisons. *P* < 0.05 was significant.

## Discussion

The goals of this study were to investigate the roles of dietary Pi and protein in CKD-associated vascular calcification and to establish a reliable and effective mouse model for medial artery and cutaneous arteriolar calcification in C57BL/6J background. We found that the HPi-Lp diet could induce medial artery calcification, skin arteriolar calcium deposits, glomerular damage, and kidney fibrosis in the 5/6 Nx mice. Pharmacologic inhibition of p38 MAPK markedly suppressed medial artery and skin arteriolar calcification while improving kidney function. These findings suggest that HPi-Lp are critical for the development of medial artery and cutaneous arteriolar calcification in CKD mice, and targeting p38 MAPK signaling could be an effective therapeutic strategy for medial artery calcification and cutaneous vascular calcification in patients with CKD.

The molecular mechanisms underlying calciphylaxis remain largely unknown. Currently, no effective drug targets or therapies have been developed. One of the reasons is the lack of reliable mouse models that accurately reflect the clinical manifestations of human calciphylaxis. The first animal model associated with calciphylaxis was established in rats by Hans Selye in 1962.^14^ Calcification was induced by combining multiple factors, including sensitizing agents such as PTH, vitamin D3, calcium, and Pi, along with challenging factors such as trauma, iron, egg albumin, and glucocorticoids. In this model, cutaneous calcifications were present, but blood vessels were typically spared. The animals could shed the calcified skin and generate new skin, suggesting that this model does not fully recapitulate the human disease of calciphylaxis. Furthermore, no mouse model for calciphylaxis has been developed thus far. In this study, we observed mineralization and occlusion in the skin vessels of the 5/6 Nx-HPi-Lp mice after 4 weeks, suggesting that 5/6 Nx with HPi-Lp diet could be used as a mouse model for cutaneous vascular calcification. It is noteworthy that we did not observe cutaneous lesions or severe pain in this model within the time frame of this study. It has been reported that warfarin and vitamin D are associated with a higher risk of calciphylaxis in kidney failure patients, causing vascular calcification and skin necrosis.^45^ In the future, we may seek to alter our dietary regimen in an attempt to induce skin lesions to recapitulate human calciphylaxis.

Glomerular damage and interstitial fibrosis are key features of CKD. Both arterial calcification and nephrocalcinosis are common in patients with CKD, particularly those undergoing dialysis with kidney failure.^46^ In the 5/6 Nx-HPi-Lp mice, we observed increased calcium content in the kidney and robust calcium deposits in the glomerulus, suggesting that nephrocalcinosis could occur in this model. We speculate that endothelial cells within the glomerular capillaries may contribute to glomerular calcification. However, the underlying mechanisms require further investigation. Moreover, we observed that CD68-positive macrophages accumulated in the glomerulus, further suggesting that GN could be involved in our CKD calcification model. We observed significant kidney fibrosis in the 5/6 Nx-HPi-Lp mice but not in the 5/6 Nx mice fed either a HPi-Hp or a LPi-Lp diet. These data suggest that both HPi-Lp are essential for the robust induction of kidney fibrosis. In addition, we found that Pi levels in blood serum were significantly higher in the 5/6 Nx-HPi-Lp mice compared with the 5/6 Nx-HPi-Hp and 5/6 Nx-LPi-Lp mice. Hyperphosphatemia is common in CKD and can lead to vascular calcification and kidney fibrosis.^47^ Our data further suggest that 5/6 Nx with HPi-Lp might be used as a mouse model to study kidney fibrosis in CKD patients with hyperphosphatemia.

The p38 MAPK signaling pathway has been established to play a critical role in bone differentiation and bone formation.^41,48^ p38 MAPK is crucial for smooth muscle cell calcification *in vitro*.^49,50^ However, its effect on vascular calcification has barely been reported *in vivo*. Our study suggests that p38 MAPK signaling plays a critical role in medial artery calcification and cutaneous vascular calcification in the 5/6 Nx-HPi-Lp mice. We noticed that the 5/6 Nx mice fed a HPi-Lp exhibited more glomerular damage and kidney fibrosis than the 5/6 Nx mice fed a LPi-Lp diet, suggesting that high Pi levels could exacerbate kidney dysfunction, which is consistent with the concept that hyperphosphatemia contributes to the severity of CKD.^47,51^ It has been demonstrated that CKD, particularly kidney failure, can lead to hyperphosphatemia.^52,53^ Moreover, kidney damage may promote vascular calcification, as evidenced by the 5/6 Nx-HPi-Lp mice exhibiting significantly more severe calcification than the Sham mice on the same diet. This observation aligns with clinical findings.^54,55^ In addition, high Pi can mediate vascular calcification *in vitro* and *in vivo*, and increased vascular calcification further impairs kidney function. Therefore, hyperphosphatemia, vascular calcification, and kidney dysfunction likely interact together to exacerbate morbidity and mortality in patients with CKD. Notably, we observed that p38 MAPK inhibitor SB203580 administration was unable to reduce Pi levels in the 5/6 Nx-HPi-Lp mice while improving kidney fibrosis. This suggested that the antifibrotic effect of p38 inhibition might occur independently of Pi homeostasis, potentially through suppression of downstream inflammatory and fibrogenic pathways such as fetuin-A. Studies have shown that fetuin-A could reduce fibrosis and inflammation.^56,57^ Previous studies have also demonstrated that activating p38 MAPK signaling can enhance inflammatory responses that can be a major driving factor in kidney fibrosis.^58^ Inhibition of p38 MAPK could reduce kidney inflammation and interstitial fibrosis in unilateral ureteral obstruction model.^59,60^ Consistently, our data also showed that inflammation and kidney fibrosis were dramatically suppressed by p38 MAPK inhibition in 5/6 Nx-HPi-Lp mice.

The development of vascular calcification varies in complexity across different rodent species and strains.^61,62^ Compared with rats, mice generally have low susceptibility to vascular calcification. In mouse strains, the dolichos biflorus agglutinin/2J background is much less resistant to vascular calcification than the C57BL/6J background. Consequently, dolichos biflorus agglutinin/2J mice have been used in many calcification studies.^18,63–67^ However, the C57BL/6J strain is the most widely used, as most transgenic mice are generated on this background. C57BL/6J mice are resistant to vascular calcification, making it difficult to develop effective and reliable models. Inspired by Price's rat calcification model (0.92% phosphorus and 2.5% protein diet for 4 weeks), we adopted and optimized a diet of 2% phosphorus and 2.5% protein for use in 5/6 Nx mice, instead of the 0.75% adenine-induced CKD model. We found that the diet containing 2% phosphorus and 2.5% protein largely promoted medial artery calcification in CKD mice on C57BL/6J background, suggesting that dietary Pi and protein levels play a critical role in calcification development. Through comparison of the different diet compositions, we noted that although magnesium and calcium levels were not deliberately altered, the reduced Mg:Pi and Ca:Pi ratios may diminish protective effects and promote calcification—an aspect that warrants further investigation in future studies.

In summary, we demonstrated that a HPi-Lp diet promoted medial artery and cutaneous vascular calcification and exacerbated kidney dysfunction in CKD mice. We further showed that the inhibition of p38 MAPK signaling significantly alleviated these pathologic conditions. Our data suggest that the 5/6 Nx with HPi-Lp could be an effective and reliable mouse model for studying medial artery and cutaneous arteriolar calcification. In addition, our findings suggest that p38 MAPK plays a crucial role in both medial artery and cutaneous vascular calcification, and targeting p38 MAPK signaling could be a promising therapeutic strategy to mitigate these vascular disorders in patients with CKD.

## Supplementary Material

## Data Availability

Original data generated for the study are available in a public access repository. Data Type: Raw Data/Source Data. Repository Name: Gene Expression Omnibus. Linkable Citation: https://www.ncbi.nlm.nih.gov/geo. The dataset of transcriptome RNA-Seq has been deposited to Gene Expression Omnibus under accession code GSE288848. All data generated or analyzed in this study were included in the Supplemental Material and are available from the corresponding author on reasonable request.

# Supplementary material for: High Phosphate and Low Protein Mediate Arterial and Cutaneous Vascular Calcification in CKD Mice
**Source:** J Am Soc Nephrol. 2025 Sep 17;37(4):683–99. doi: 10.1681/ASN.0000000875
**Supplement:** Supplementary file 1

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

Y. Cai reports the following:

Employer: Bayer;; and Ownership Interest: Bayer.

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Yujun Cai

Manuscript ID: JASN-2025-000492

Manuscript Title: High phosphate and low protein mediate arterial and cutaneous vascular calcification in CKD mice

Date of Completion: July 10, 2025

Disclosure Updated Date: July 10, 2025

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

F. Cao has nothing to disclose.

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Fei Cao

Manuscript ID: JASN-2025-000492R1

Manuscript Title: High phosphate and low protein mediate arterial and cutaneous vascular calcification in CKD mice

Date of Completion: July 11, 2025

Disclosure Updated Date: July 11, 2025

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

S. Davis reports the following:

Employer: Yale School of Medicine

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Sean Davis

Manuscript ID: JASN-2025-000492R1

Manuscript Title: High phosphate and low protein mediate arterial and cutaneous vascular calcification in CKD mice

Date of Completion: July 10, 2025

Disclosure Updated Date: July 10, 2025

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

G. Dong reports the following:  
Employer: Yale University

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Grace Dong

Manuscript ID: JASN-2025-000492R1

Manuscript Title: High phosphate and low protein mediate arterial and cutaneous vascular calcification in CKD mice

Date of Completion: July 11, 2025

Disclosure Updated Date: July 11, 2025

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

R. Guzman reports the following:  
Employer: Yale Medical School

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Raul Guzman

Manuscript ID: JASN-2025-000492R2

Manuscript Title: High phosphate and low protein mediate arterial and cutaneous vascular calcification in CKD mice

Date of Completion: August 18, 2025

Disclosure Updated Date: August 18, 2025

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

J. Hansen reports the following:

Employer: Yale School of Medicine; Consultancy: Patrys Ltd; Ownership Interest: Patrys Ltd; Research Funding: Patrys Ltd; and Patents or Royalties: Yale School of Medicine; Patrys Ltd.

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: James E Hansen

Manuscript ID: JASN-2025-000492R1

Manuscript Title: High phosphate and low protein mediate arterial and cutaneous vascular calcification in CKD mice

Date of Completion: July 11, 2025

Disclosure Updated Date: July 11, 2025

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

Y. Jin has nothing to disclose.

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Ying Jin

Manuscript ID: JASN-2025-000492R1

Manuscript Title: High phosphate and low protein mediate arterial and cutaneous vascular calcification in CKD mice

Date of Completion: July 11, 2025

Disclosure Updated Date: July 11, 2025

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

S. Nigwekar reports the following:

Employer: Massachusetts General Hospital; Consultancy: Fresenius Medical Therapies Group; Epizon Pharma; Laboratoris Sanifit; Inozyme Pharma; CSL Vifor; Renibus Therapeutics; Renibus; Sanofi; Research Funding: Hope Pharma; Alnylam; Laboratoris Sanifit; Inozyme Pharma; CSL; Honoraria: Inozyme Pharma; Leadiant Pharma; Fresenius; Medpage; RubiconMD; Patents or Royalties: UpToDate ; Top 5 Questions to Ask Your Doctor (book); and Other Interests or Relationships: National Kidney Foundation (member, prior AKDH Journal AE, honoraria); American Society of Nephrology (member); NephSAP (honoraria); Mass General Brigham Innovation Fellowship (Sanofi).

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Sagar U. Nigwekar

Manuscript ID: JASN-2025-000492R1

Manuscript Title: High phosphate and low protein mediate arterial and cutaneous vascular calcification in CKD mice

Date of Completion: July 12, 2025

Disclosure Updated Date: July 12, 2025

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

Y. Xie has nothing to disclose.

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Yangzhouyun Xie

Manuscript ID: JASN-2025-000492R1

Manuscript Title: High phosphate and low protein mediate arterial and cutaneous vascular calcification in CKD mice

Date of Completion: July 11, 2025

Disclosure Updated Date: July 11, 2025

# Supplementary material for: High Phosphate and Low Protein Mediate Arterial and Cutaneous Vascular Calcification in CKD Mice
**Source:** J Am Soc Nephrol. 2025 Sep 17;37(4):683–99. doi: 10.1681/ASN.0000000875
**Supplement:** Supplementary file 2

# **High phosphate and low protein mediate arterial and cutaneous vascular calcification in CKD mice**

Ying Jin<sup>1</sup>, Fei Cao<sup>2</sup>, Yangzhouyun Xie<sup>1</sup>, Sean Davis<sup>1</sup>, Grace Dong<sup>1</sup>, Sagar U. Nigwekar<sup>3</sup>, James E. Hansen<sup>2</sup>, Raul J. Guzman<sup>1\*</sup> and Yujun Cai<sup>1\*</sup>

<sup>1</sup>Division of Vascular Surgery and Endovascular Therapy, Department of Surgery, Yale School of Medicine, New Haven, CT 06510; <sup>2</sup>Department of Therapeutic Radiology, Yale School of Medicine, New Haven, CT 06510; <sup>3</sup>Division of Nephrology, Massachusetts General Hospital, Harvard Medical School, Boston, MA 02114.

## **Contents**

Supplemental Methods

Supplemental Table 1. Detailed compositions of the diets

Supplemental Table 2. The primers used for qRT-PCR

Supplemental Table 3. Detailed list summarizing the top 1000 differentially expressed genes

Supplemental Figure 1. Medial artery calcification was increased in the 5/6 nephrectomy mice fed the HPi-Lp diet

Supplemental Figure 2. The osteogenic transformation and tissue factor were increased in the skin of the 5/6 nephrectomy mice fed the HPi-Lp diet

Supplemental Figure 3. Kidney dysfunction was exacerbated in the 5/6 nephrectomy mice fed the HPi-Lp diet

Supplemental Figure 4. RNA-seq analysis in the 5/6 nephrectomy mice fed the HPi-Lp diet, HPi-Hp diet, or LPi-Lp diet

Supplemental Figure 5. p38 MAPK signaling was activated in the 5/6 nephrectomy mice fed the HPi-Lp diet

Supplemental Figure 6. Inactivation of p38 MAPK reduced organ calcification, body weight loss, and animal mortality in the 5/6 nephrectomy mice fed the HPi-Lp diet

Supplemental Figure 7. Kidney function in the 5/6 nephrectomy-HPi-Lp mice administrated with SB203580

## **Supplemental Methods**

### **Animals**

To evaluate the effects of p38 MAPK inhibition on medial artery calcification and cutaneous vascular calcification, p38 MAPK pharmacological inhibitor SB203580 (AdooQ BioScience, A10824) was dissolved in 1.25 % (v/v) DMSO in saline. A 10 mg/kg dose of SB203580 is reported to be highly specific to p38 MAPK, with minimal impact on other targets;<sup>1,2</sup> therefore, we selected this dose for this study. For animal experiments, at least two different investigators were involved. One investigator performed the surgical procedure, while another investigator conducted the histology process. The number of biological replicates included in each experiment varied due to differences in sample availability and technical feasibility. Variations are noted in the figure legends.

### **Aortic smooth muscle cell culture and calcification**

Rat aortic smooth muscle cells were isolated from the aortas of male Sprague-Dawley (SD) rats as previously described.<sup>3</sup> Smooth muscle cells were maintained in a DMEM medium containing 10% FBS and 1% pen/strep in a humidified, 37°C, 5% CO<sub>2</sub> incubator. To induce calcification, confluent smooth muscle cells were cultured in a calcification medium containing 4.5 mM Pi for 6 days. The calcification medium was replaced every 2 days.

### **siRNA knockdown**

Rat p38 $\alpha$  siRNA and scrambled siRNA were purchased from Millipore Sigma (CUGACAUAUCCACAGGGA [dT][dT]). Rat aortic smooth muscle cells were transfected with 50 nM siRNA for 2 days using Lipofectamine RNAi/MAX reagent (Thermo Fisher Scientific, Waltham, MA). Knockdown efficiency was confirmed by western blotting using specific antibodies.

### **Construction and transfection of the constitutively active p38 plasmid**

The p38 mutant p38-T180E-Y182E mimic constitutive activation was synthesized and subcloned into the pCDNA3.1 (Genscript). 15  $\mu$ g pcDNA3.1-p38-T180E-Y182E or control vector was electroporated into the rat aortic smooth muscle cells. For electroporation,  $1 \times 10^6$  cells were transfected with 15  $\mu$ g plasmid at 300 V, 600  $\mu$ F in a 4 mm cuvette using Gene Pulser Xcell Electroporation System (Bio-Rad).

### **Calcification assessment**

Calcium levels were measured using the o-cresolphthalein complexone method as described

previously.<sup>4,5</sup> The dried aorta, carotid artery, femoral artery, heart, lung, and kidney, and rat aortic smooth muscle cells were incubated in 0.6 N HCl for 2 days, and a calcium assay was performed. Calcium levels in tissues were normalized with dried tissue weight and shown as mg/g dry aorta tissue, and calcium content in smooth muscle cells was normalized to total protein and shown as µg/mg protein. To visualize calcium deposits in the whole aorta, Alizarin red staining was performed. The intact aorta was carefully dissected, cleared of fat, and fixed in Zinc Formalin Fixative (Sigma-Aldrich, Z2902) for 2 days at 4°C. Next, the aorta was rinsed three times with PBS to remove the fixative solution and then stained with 0.0016% (wt/vol) Alizarin red S (Sigma-Aldrich, A5533) in 0.5% KOH for 1 day. The aorta was then destained in 0.05% KOH and photographed immediately. Additionally, Von Kossa staining and Alizarin red staining were used to examine calcification in the paraffin sections of the aorta and skin tissues.

### **Histological analysis**

The abdominal aorta, skin of abdomen, and kidney dissected from mice were fixed with Zinc Formalin Fixative at 4°C overnight and then embedded with paraffin. Hematoxylin & eosin staining was performed for tissue morphology. Verhoeff-Van Gieson's (VVG) staining was utilized to evaluate elastin integrity. Masson trichrome and Sirius Red staining were used to examine kidney fibrosis.

### **RNA isolation and quantitative real-time PCR (qRT-PCR)**

The entire aorta was collected from mice and immediately frozen in liquid nitrogen. Frozen aortas were ground into powder and then subjected to RNA extraction using RNeasy Mini Kit (Qiagen, Hilden, Germany). Total mRNA was reverse transcribed into cDNA with iScript cDNA Synthesis Kit (Bio-Rad, 170-8890). qRT-PCR was performed using PowerUp™ SYBR® Green Master Mix (ThermoFisher Scientific, A25742) in an Applied Biosystems 7500 Fast Real-Time PCR machine. The results were calculated using the  $2^{-\Delta\Delta Ct}$  method and normalized with internal control GAPDH. The primers used for qRT-PCR were listed in **Supplemental Table 2**.

### **RNA-Seq analysis**

RNA-Sequencing (RNA-Seq) was conducted by Novogene Corporation Inc (Sacramento, CA, USA). All raw reads were cleaned and mapped to the reference mouse genome (version mm10) using HISAT2 v2.0.5.<sup>6</sup> The counts of read numbers were calculated using featureCounts v1.5.0-p3<sup>7</sup> and further normalized to FPKM (Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced). For the heat map,  $\log_2(\text{FPKM}+1)$ -transformed expression values for each

gene are presented. Detailed information, including gene names, gene IDs, and corresponding  $\log_2(\text{FPKM}+1)$  values, is provided in **Supplemental Table 3**. For differential expression analysis, the read count matrix was imported into the R package DESeq2 (version 1.20.0).<sup>8</sup> Genes with an absolute fold change of at least 2-fold (increase or decrease) and an adjusted P-value of  $\leq 0.05$  were considered significantly differentially expressed. 

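The deposited counts were also tested with DESeq2 in a later version (1.42.0), with its own size factors and no filter on low counts beforehand. With this Wald test, fold changes not shrunken and the thresholds of the text, 4662 genes were called between the 5/6 Nx-HPi-Lp and Sham mice, 3266 upregulated and 1396 downregulated. Of these, 3652 were also called by edgeR's quasi-likelihood test. Against the 5/6 Nx-HPi-Hp mice DESeq2 called 2094 genes (1268 upregulated and 826 downregulated, 1305 of them shared with edgeR), and against the 5/6 Nx-LPi-Lp mice 2686 genes (1788 upregulated and 898 downregulated, 1911 of them shared).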

Gene Ontology (GO) functional enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis were conducted using the R package clusterProfiler (version 3.8.1).<sup>9,10</sup>

### **Immunofluorescence staining**

The tissues were formalin-fixed and paraffin-embedded. The paraffin sections were deparaffinized and subjected to antigen retrieval with citrate buffer at 95°C for 30 min. Next, the sections were permeabilized with 0.2% Triton x-100/PBS for 15 min at room temperature and then blocked with Dako serum-free blocking solution (Dako, X090930) for 1 h. Immunofluorescence staining was performed by incubating a primary antibody overnight, washing with PBST (0.02% Tween 20/PBS), and incubating a secondary antibody Alexa Fluor 546 or 488 (ThermoFisher Scientific) for 1 h. Nuclei were stained with DAPI. The primary antibodies against VCAM (Santa Cruz, sc-13160), CD31 (R&D systems, AF3628), CD68 (Invitrogen, # MA5-13324), SM- $\alpha$ -Actin (Dako, M0851), SM22 $\alpha$  (Invitrogen, # PA5-115925), Mac2 (Cedarlane, CL8942AP) were applied. The images were captured with a Zeiss AxioImager M1 confocal microscope. For subsequent analysis, the entire aortic vessel was imaged, while for kidney sections, more than five randomly selected fields were captured per mouse. Fluorescence images obtained by confocal microscopy were imported into ImageJ for quantitative analysis. Images were scaled according to the magnification, and a consistent threshold was applied to the desired positive channel to isolate specific staining. The integrated density of positive regions was measured and recorded for each image.

### **Immunohistochemical staining**

The paraffin-embedded sections were deparaffinized, antigen retrieved, and endogenous peroxidase quenched by incubating with 3% hydrogen peroxide solution for 30 min. Next, the sections were blocked with Dako serum-free blocking solution (Dako, X090930) and incubated with a primary antibody, followed by a biotinylated secondary antibody and subsequent incubation with an ABC kit (Vector Laboratories, PK-4000). DAB substrate kit (Vector Laboratories, SK-4100) or Vector Red Substrate Kit were used to detect the signal. The sections were counterstained with hematoxylin (Vector Laboratories, H-3401-500). The primary antibody against Runx2 (MBL, D130-3), BMP2 (Abcam, ab14933), tissue factor (Abcam, ab318995), p-p38 (Invitrogen, #36-

8500), and CD31 (R&D systems, AF3628) were used. The images were captured with a bright field microscope. For aortic sections, the entire vessel was imaged for subsequent analysis. For kidney and skin sections, more than five random fields per mouse were captured. Images obtained by microscopy were imported into ImageJ for quantitative analysis. Images were scaled according to the magnification, and a consistent threshold was applied across all groups for each specific staining. The area of positive staining and the total tissue area were measured separately.

### **Western blot**

The aorta was harvested from mice and snap-frozen in liquid nitrogen. The frozen aortas were then ground into powder and lysed in RIPA buffer supplemented with protease and phosphatase inhibitors (Invitrogen, 78443). Total protein content in the lysates was measured using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, 23225). The protein lysates were separated on a 10% SDS-PAGE gel and transferred onto a PVDF membrane (Sigma Millipore, IPVH00010). The membrane was then blocked with 5% non-fat milk in PBST buffer, incubated overnight at 4°C with a primary antibody, followed by incubation with a horseradish peroxidase (HRP)-conjugated secondary antibody. Signal detection was performed using a Kodak film processor with ECL Western Blotting substrate (Thermo Fisher, 32106). The primary antibodies were anti-phospho-p38 (Cell Signaling Technology, #9211), anti-p38 (Cell Signaling Technology, #9212), anti-GAPDH (Millipore Sigma, MAB374) and anti- $\alpha$ -Tubulin (Millipore Sigma, T5168).

### **Kidney function measurements**

Mice were anesthetized with 2.5% inhaled isoflurane via a precision vaporizer. Blood was collected through the right ventricle and left at room temperature for 1h to clot completely. Next, the samples were centrifuged at 10,000 rpm, 4 °C for 30 min, and the serum was obtained from the supernatant. The kidney function was detected by IDEXX Bioanalytics (Columbia, MO). Serum parathyroid hormone (PTH; Raybiotech, EIA-PTH-1) and Cystatin C (Invitrogen, EMCST3) levels were measured using an ELISA assay according to the manufacturer's protocol. Serum magnesium level was measured using colorimetric kit from Novus Biologicals (NBP3-25897).

### **Micro-computed tomography (micro-CT) scan and bone volume analysis**

Micro-CT was used to detect bone volume. One day before harvesting, the mice underwent micro-CT imaging using the Small Animal Radiation Research Platform (Xstrahl Inc., GA, USA) to obtain the 3D reconstructed CT images. The bone volume of each mouse tibia was then calculated by the BoneJ plugin in imageJ as described previously.<sup>11</sup>

**Supplemental Table 1. Compositions of the diets**

| Product Code                                 | TD.230207                          | TD.230584                         | TD.180077                        | TD.220202                       |
|----------------------------------------------|------------------------------------|-----------------------------------|----------------------------------|---------------------------------|
| Diet Composition                             | 2.5% Protein,<br>0.3% Pi,<br>1% Ca | 18% Protein,<br>0.3% Pi,<br>1% Ca | 2.5% Protein,<br>2% Pi,<br>1% Ca | 18% Protein,<br>2% Pi,<br>1% Ca |
| Formula (g/Kg)                               |                                    |                                   |                                  |                                 |
| Casein                                       | 28.0                               | 206.89                            | 28.0                             | 206.89                          |
| L-Cystine                                    | 0.4                                | 0.4                               | 0.4                              | 0.4                             |
| Corn Starch                                  | 402.073                            | 259.67                            | 370.16                           | 207.42                          |
| Maltodextrin                                 | 130.0                              | 130.0                             | 130.0                            | 130.0                           |
| Sucrose                                      | 273.267                            | 244.08                            | 251.58                           | 244.08                          |
| Soybean Oil                                  | 50.0                               | 46.0                              | 50.0                             | 46.0                            |
| Cellulose                                    | 50.0                               | 50.0                              | 50.0                             | 50.0                            |
| Mineral Mix, w/o Ca & P<br>(98057)           | 16.5                               | 16.5                              | 16.5                             | 16.5                            |
| Calcium Phosphate,<br>monobasic, monohydrate | 11.4                               | 6.3                               | 57.0                             | 53.0                            |
| Calcium Carbonate                            | 20.5                               | 22.4                              | 2.5                              | 3.75                            |
| Sodium Phosphate,<br>monobasic, monohydrate  | \                                  | \                                 | 13.0                             | 12.1                            |
| Potassium Phosphate,<br>monobasic            | \                                  | \                                 | 13.0                             | 12.1                            |
| Vitamin Mix, ANI-93-VX<br>(94047)            | 15.0                               | 15.0                              | 15.0                             | 15.0                            |
| Choline Bitartrate                           | 2.75                               | 2.75                              | 2.75                             | 2.75                            |
| TBHQ, antioxidant                            | 0.01                               | 0.01                              | 0.01                             | 0.01                            |
| Nutrient Information                         |                                    |                                   |                                  |                                 |
| Kcal/g                                       | 3.6                                | 3.6                               | 3.4                              | 3.4                             |

**Supplemental Table 2. The primers used for qRT-PCR**

| qPCR primers   | Direction | Primer sequence               |
|----------------|-----------|-------------------------------|
| Mouse Runx2    | Forward   | 5'-GCCACTTACCACAGAGCTATT-3'   |
|                | Reverse   | 5'-GAGGCGATCAGAGAACAAACT-3'   |
| Mouse Bmp2     | Forward   | 5'-CATTTAGAGGAGAACCCAGGTG-3'  |
|                | Reverse   | 5'-AGTCACTAGCAATGGCCTTATC-3'  |
| Mouse Alpl     | Forward   | 5'-GAACAGAACCGACGTGGAATA-3'   |
|                | Reverse   | 5'-TAGTGGGAATGCTTGTGTCTG-3'   |
| Mouse Myh11    | Forward   | 5'-AGAAGGAGCGAAACACAGAC-3'    |
|                | Reverse   | 5'-TGTCACATTAATCCCCACGAG-3'   |
| Mouse Tagln    | Forward   | 5'-CCAGACTGTTGACCTCTATGAAG-3' |
|                | Reverse   | 5'-TCTTATGCTCCTGGGCTTTC-3'    |
| Mouse MGP      | Forward   | 5'-ACGAAAGCATGGAGTCCTATG-3'   |
|                | Reverse   | 5'-CTCTGTTGATCTCGTAGGCAG-3'   |
| Mouse Fetuin-a | Forward   | 5'-TCAAAATGTGCCTCTCCCAG-3'    |
|                | Reverse   | 5'-GCATGAGATTTGCCTTGCAG-3'    |
| Mouse Pit-1    | Forward   | 5'-GTGTCCCTTCTCTTCCAGTTC-3'   |
|                | Reverse   | 5'-GTGTTGCCGCTTTTGTAGAG-3'    |
| Mouse Pit-2    | Forward   | 5'-CCTGCTCTTCCACTTCCTG-3'     |
|                | Reverse   | 5'-TCTTGTGTAACCTCCGCCTTG-3'   |
| Mouse GAPDH    | Forward   | 5'-GTGGCAAAGTGGAGATTGTTG-3'   |
|                | Reverse   | 5'-CGTTGAATTTGCCGTGAGTG-3'    |
| Rat MAPK14     | Forward   | 5'-GACATAATCCACAGGGACCTAAA-3' |
|                | Reverse   | 5'-TAGCCGGTCATTTGTCATC-3'     |
| Rat MAPK11     | Forward   | 5'-CAGAAGGTGGCTGTGAAGAA-3'    |
|                | Reverse   | 5'-TGCTTCAGGTGTTTGAGTAGG-3'   |
| Rat MAPK12     | Forward   | 5'-GCATTAGCCCACCCATACTT-3'    |
|                | Reverse   | 5'-GTGCGGTCTACGTCATCAAA-3'    |
| Rat MAPK13     | Forward   | 5'-GACCGACCTGCAGAAGATAATG-3'  |
|                | Reverse   | 5'-CCAGCTGAGTGGATGTACTTTAG-3' |
| Rat GAPDH      | Forward   | 5'-GATGCTGGTGCTGAGTATGT-3'    |
|                | Reverse   | 5'-GCGGAGATGATGACCCTTT-3'     |

**Supplemental Table 3. Detailed list summarizing the top 1000 differentially expressed genes.**

See attached Excel Supplemental Spreadsheet

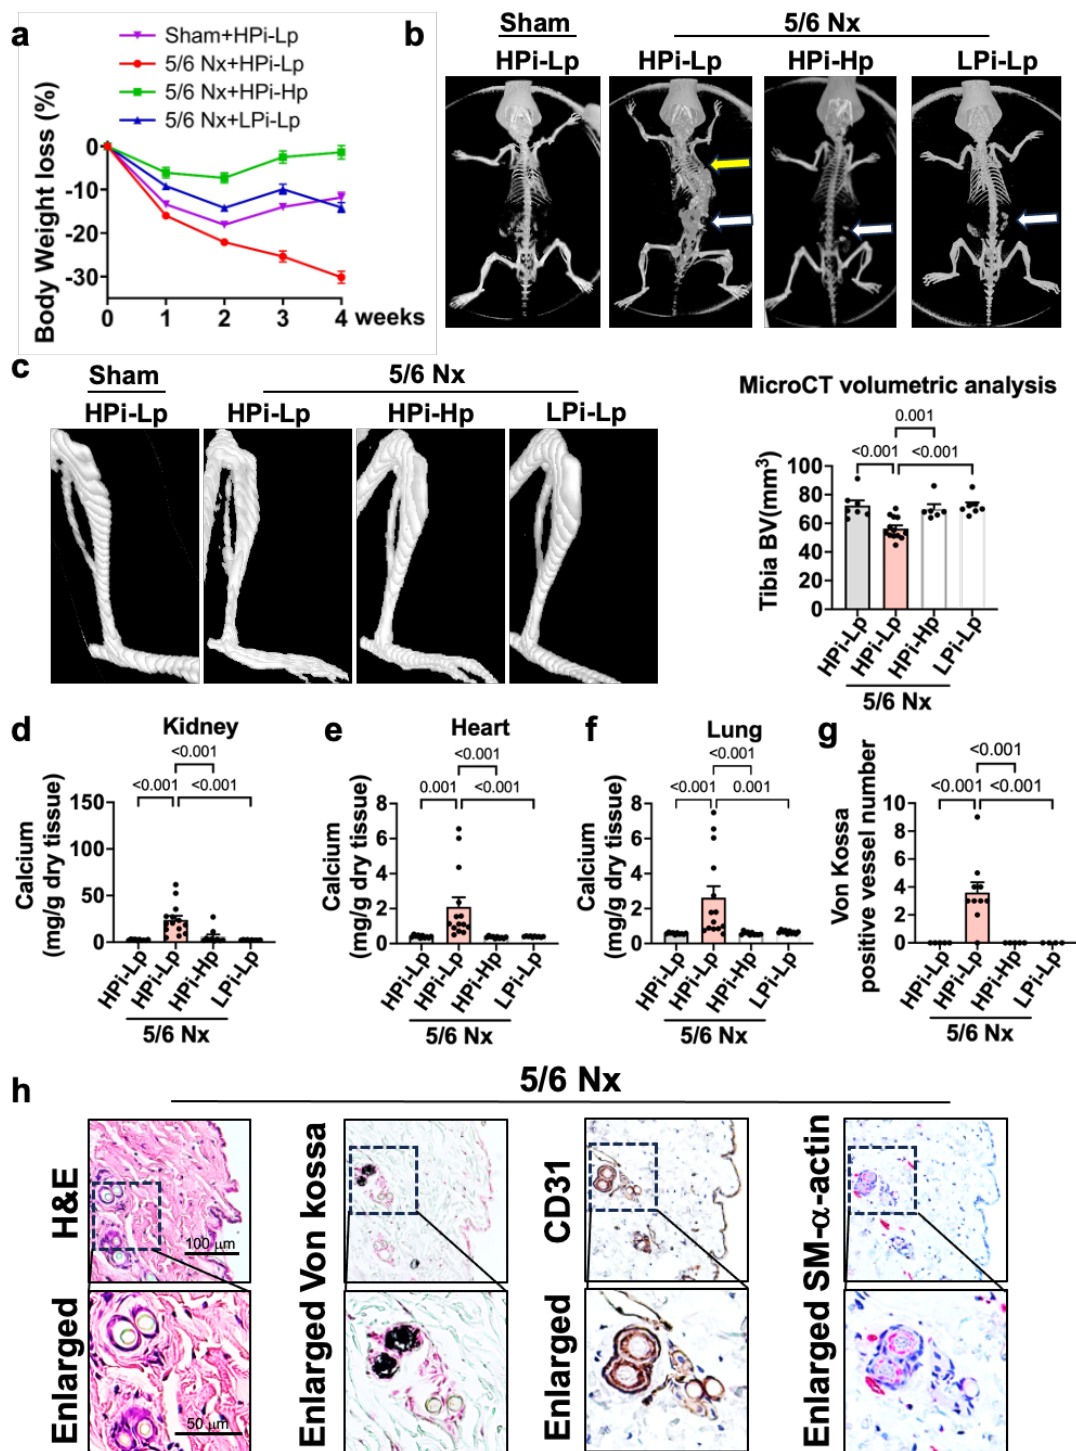

**Supplemental Figure 1. Medial artery calcification was increased in the 5/6 nephrectomy mice fed the HPi-Lp diet.** 12-week-old male C57BL/6J mice underwent 5/6 nephrectomy, and 2 weeks later, were fed the various diets for 4 weeks. **(a)** The effect of various diets on body weight in the 5/6 nephrectomy mice. **(b)** Micro-CT showed that calcification was induced in the whole-body soft tissues of the 5/6 nephrectomy-HPi-Lp mice compared with the other three groups. Yellow arrows indicated calcified areas, and white arrows indicated two ligated poles of the left kidney. **(c)** Micro-CT showed that tibia bone volume (BV) was reduced in the 5/6 nephrectomy-HPi-Lp mice compared with the other three groups.  $n = 6$  to 13 mice. **(d-f)** Calcium assay showed that calcium contents in the kidney, heart, and lung were increased in the 5/6 nephrectomy-HPi-Lp mice.  $n = 10$  or 14 mice. **(g)** Von Kossa staining showed that the number of calcifying arterioles in the abdominal skin was increased in the 5/6 nephrectomy-HPi-Lp mice compared with the other three groups.  $n = 4$  to 10. **(h)** H&E staining, Von Kossa staining, and immunohistochemistry staining for the smooth muscle cell marker SM- $\alpha$ -actin and the endothelial cell marker CD31 showed that calcification occurred in arterioles of abdominal skin in the 5/6 nephrectomy-HPi-Lp mice. Values are mean  $\pm$  SEM. Data were analyzed using one-way ANOVA adjusted with Tukey's post-hoc test for multiple comparisons.  $P < 0.05$  was significant. 5/6 Nx: 5/6 nephrectomy.

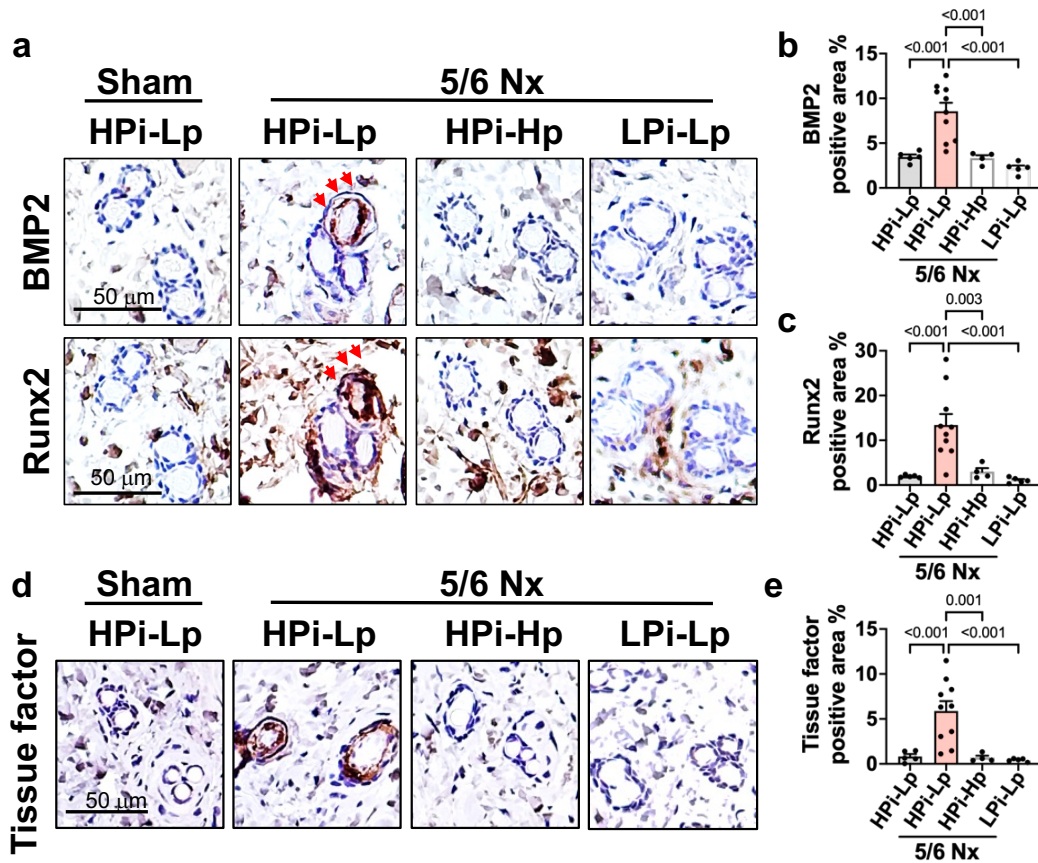

**Supplemental Figure 2. The osteogenic transformation and tissue factor were increased in the skin of the 5/6 nephrectomy mice fed the HPI-Lp diet.** 12-week-old male C57BL/6J mice underwent 5/6 nephrectomy, and 2 weeks later, were fed the various diets for 4 weeks. The abdominal skin tissues were collected. **(a)** Immunohistochemistry staining showed that the osteogenic markers BMP2 and Runx2 were increased in the arterioles of the abdominal skins from the 5/6 nephrectomy-HPI-Lp mice. **(b-c)** Quantitative data of immunohistochemistry staining for BMP2 and Runx2.  $n = 4$  to 10. **(d)** Immunohistochemistry staining showed that tissue factor was increased in the arterioles of the abdominal skins from the 5/6 nephrectomy-HPI-Lp mice. **(e)** Quantitative data of immunohistochemistry staining for tissue factor.  $n = 4$  to 10. Values are mean  $\pm$  SEM. Data were analyzed using one-way ANOVA adjusted with Tukey's post-hoc test for multiple comparisons.  $P < 0.05$  was significant. 5/6 Nx: 5/6 nephrectomy.

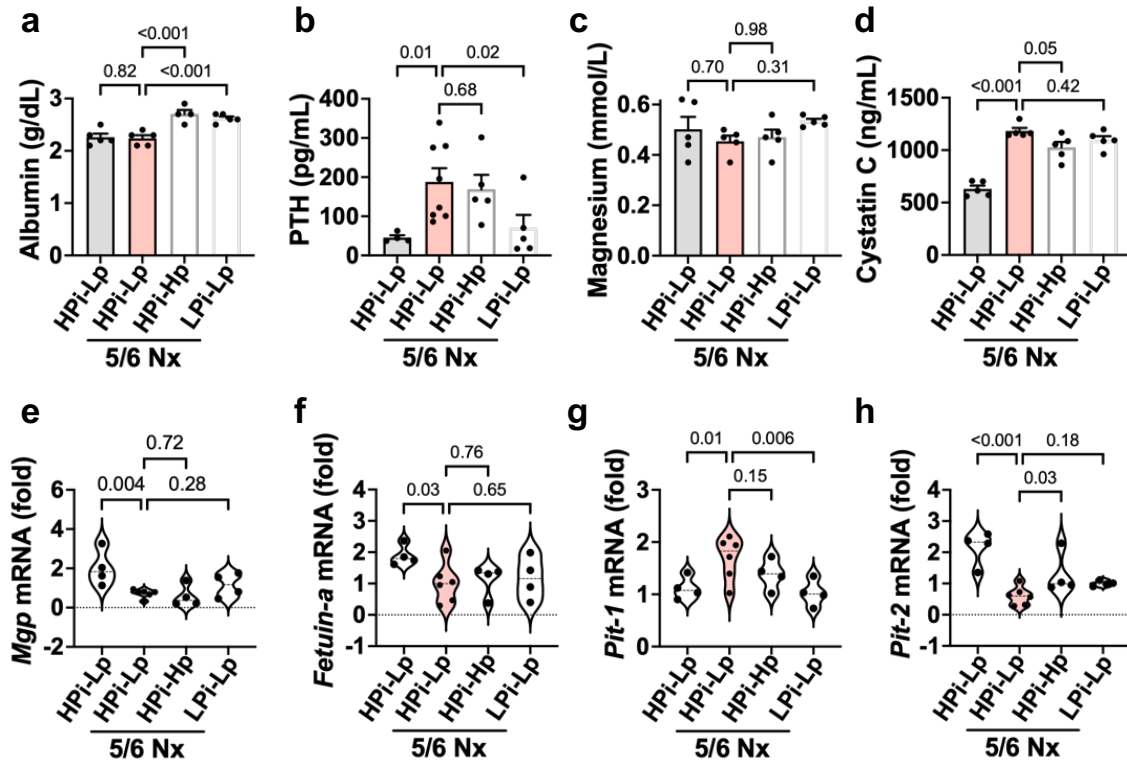

**Supplemental Figure 3. Kidney dysfunction was exacerbated in the 5/6 nephrectomy mice fed the HPI-Lp diet.** 12-week-old male C57BL/6J mice underwent 5/6 nephrectomy, and 2 weeks later, were fed the various diets for 28 days. **(a-d)** Biochemical analysis of albumin, PTH, magnesium and cystatin c in blood serum.  $n = 4$  to 8 mice. **(e-h)** qPCR detection of *Mgp*, *Fetuin-a*, *Pit-1* and *Pit-2* in the aortas of 5/6 nephrectomy mice fed a HPI-Lp diet compared with the other groups. Gene expression levels were normalized to GAPDH and were presented as fold changes relative to the 5/6 nephrectomy-LPi-Lp group.  $n = 4$  or 6. Values are mean  $\pm$  SEM. Data were analyzed using one-way ANOVA adjusted with Tukey's post-hoc test for multiple comparisons. 5/6 Nx: 5/6 nephrectomy.

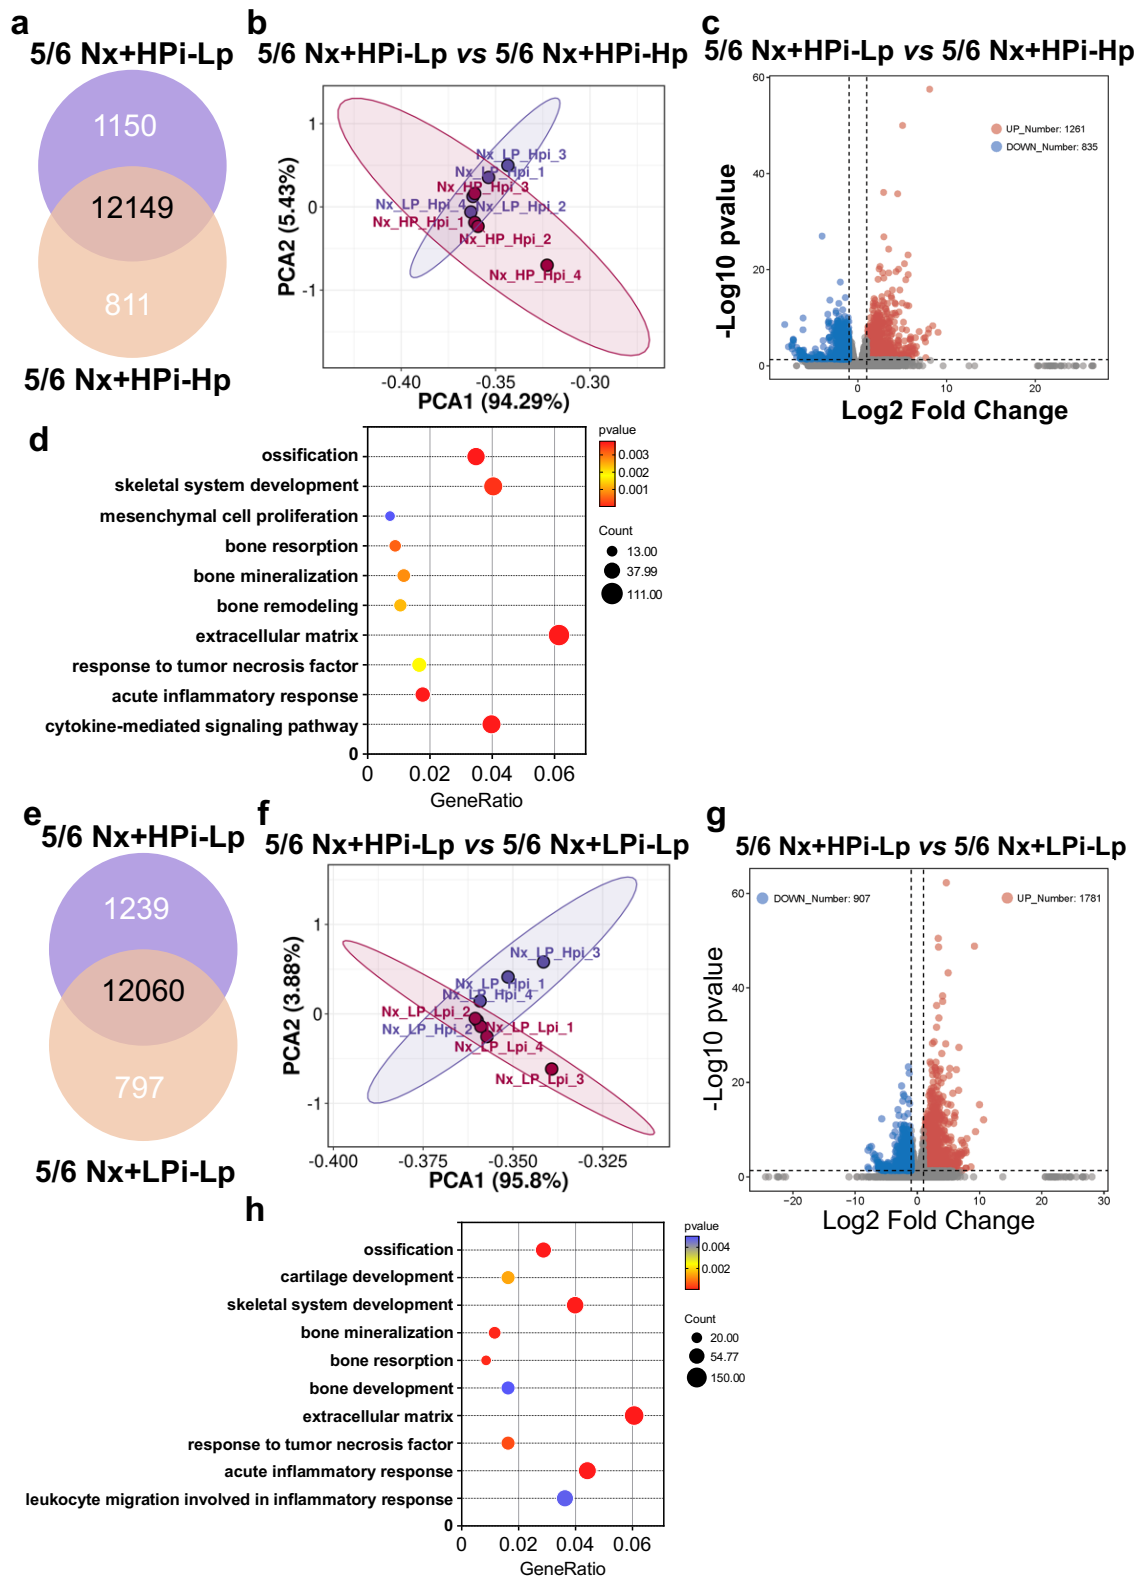

**Supplemental Figure 4. RNA-seq analysis in the 5/6 nephrectomy mice fed the HPI-Lp diet, HPI-Hp diet, or LPI-Lp diet.** 12-week-old male C57BL/6J mice underwent 5/6 nephrectomy, and 2 weeks later, were fed the indicated diets for 4 weeks. Total RNA was isolated from the aortas for RNA-Seq. **(a)** The Venn diagram of RNA seq data of the aortas from the 5/6 nephrectomy-HPI-Lp and the 5/6 nephrectomy-HPI-Hp mice. **(b)** PCA on the gene expression value between the 5/6 nephrectomy-HPI-Lp and the 5/6 nephrectomy-HPI-Hp mice. **(c)** The volcano plot showed 2096 significantly differentially expressed genes between the 5/6 nephrectomy-HPI-Lp and the 5/6 nephrectomy-HPI-Hp mice. **(d)** GO enrichment analysis showed multiple calcification-related pathways enriched between the 5/6 nephrectomy-HPI-Lp and the 5/6 nephrectomy-HPI-Hp mice. **(e)** The Venn diagram of RNA seq data of the aortas from the 5/6 nephrectomy-HPI-Lp and the 5/6 nephrectomy-LPI-Lp mice. **(f)** PCA on the gene expression value between the 5/6 nephrectomy-HPI-Lp and the 5/6 nephrectomy-LPI-Lp group. **(g)** Volcano plot showed 2688 significantly differentially expressed genes between the 5/6 nephrectomy-HPI-Lp and the 5/6 nephrectomy-LPI-Lp mice. **(h)** GO enrichment analysis showed multiple calcification-related pathways enriched between the 5/6 nephrectomy-HPI-Lp and the 5/6 nephrectomy-LPI-Lp group. 5/6 Nx: 5/6 nephrectomy.

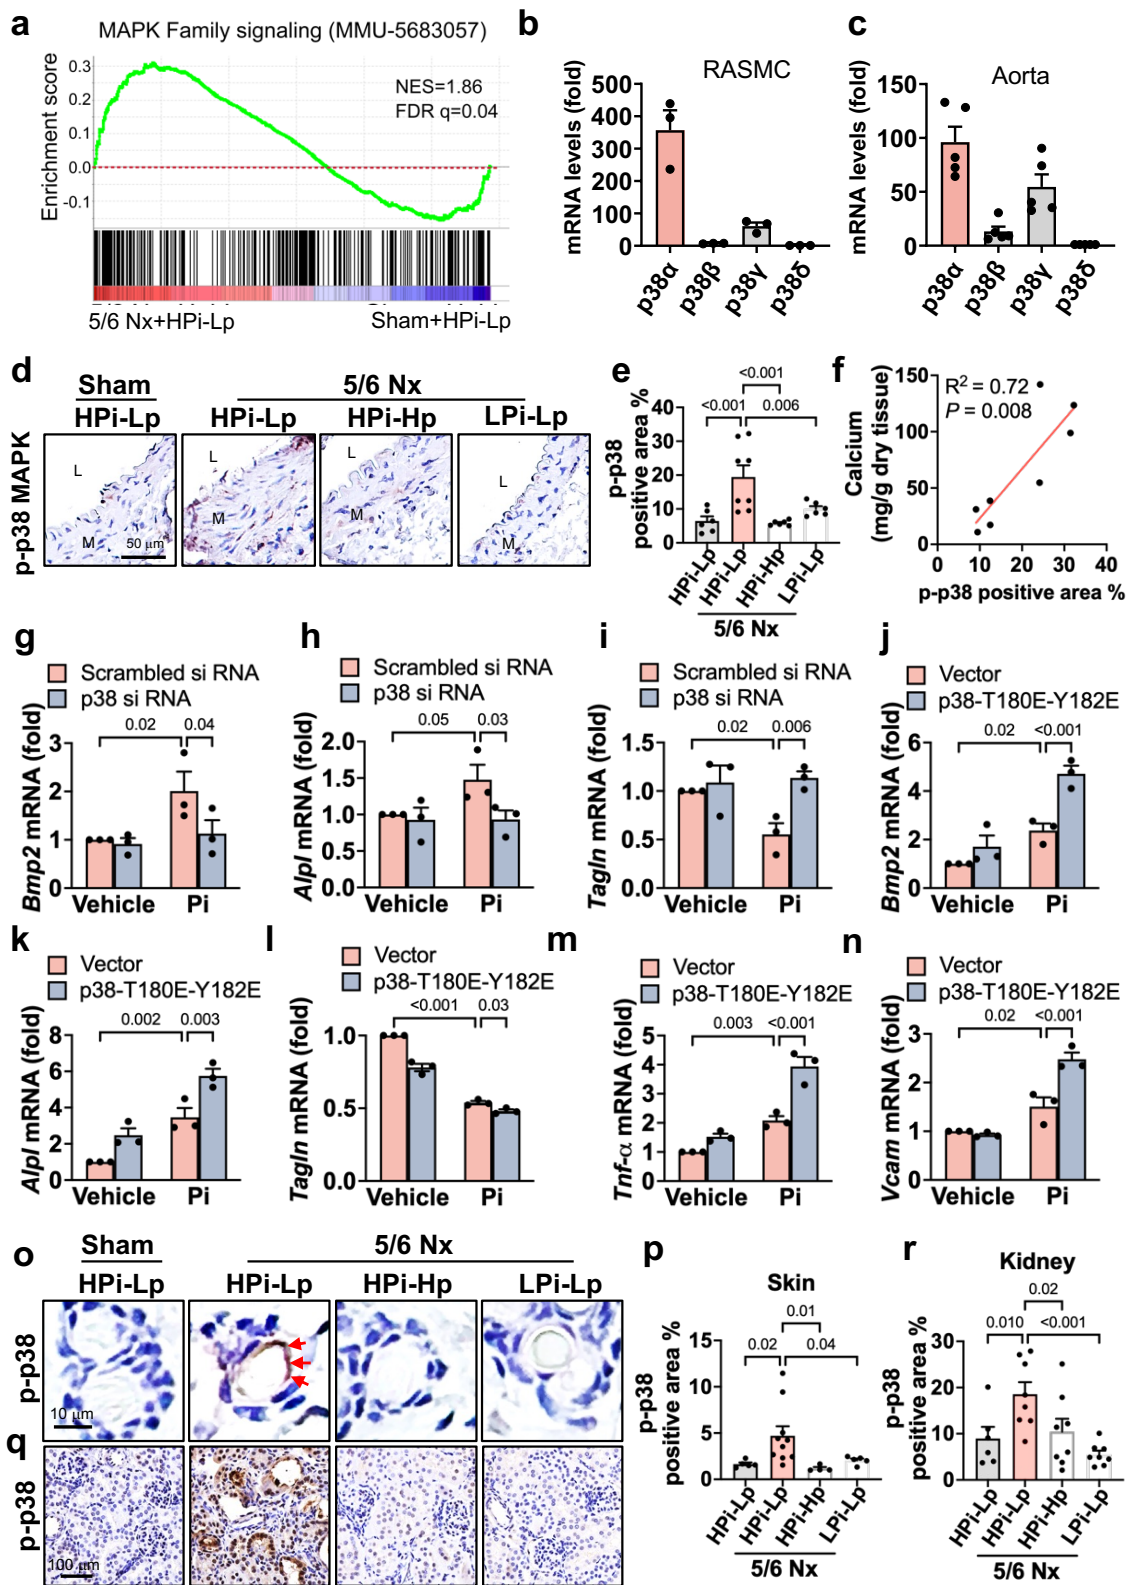

**Supplemental Figure 5. p38 MAPK signaling was activated in the 5/6 nephrectomy mice fed the HPI-Lp diet.** (a) GSEA showed that the MAPK signaling pathway was increased in the 5/6 nephrectomy-HPI-Lp mice compared with the Sham mice. (b and c) MAPK14 (p-38 $\alpha$ ) was the most abundant isoform among the four p38 MAPKs in smooth muscle cells and the aortas. The isoforms of p38 MAPK were examined using qPCR. (d and e) Immunohistochemistry staining showed that p-p38 MAPK was markedly increased in the calcified aortas of the 5/6 nephrectomy-HPI-Lp mice. *n* = 6 or 8. (f) Correlation analysis showed a strong correlation between p-p38 MAPK and calcium deposits in the aortas. (g-i) The data from qPCR showed that knockdown of p38 significantly blocked Pi-mediated smooth muscle cell osteogenic transformation, showing decreased osteogenic markers *Bmp2* and *Alpl* and increased SMC markers *Tagln*. (j-n) The data from qPCR showed that activation of p38, by transfecting with the p38-T180E-Y182E plasmid, significantly enhanced Pi-mediated smooth muscle cell osteogenic transformation and inflammation, as evidenced by increased osteogenic markers *Bmp2* and *Alpl*, decreased SMC markers *Tagln*, and upregulation of inflammation marker *Tnf- $\alpha$*  and *Vcam*. (o-r) Immunohistochemistry staining showed that p-p38 MAPK was increased in the abdominal skin and kidney sections in the 5/6 Nephrectomy-HPI-Lp mice. *n* = 4 to 10 mice. Values are mean  $\pm$  SEM for *in vivo* studies and mean  $\pm$  SD for *in vitro* experiments. Data were analyzed using one-way or two-way ANOVA adjusted with Tukey's post-hoc test for multiple comparisons. 5/6 Nx: 5/6 nephrectomy.

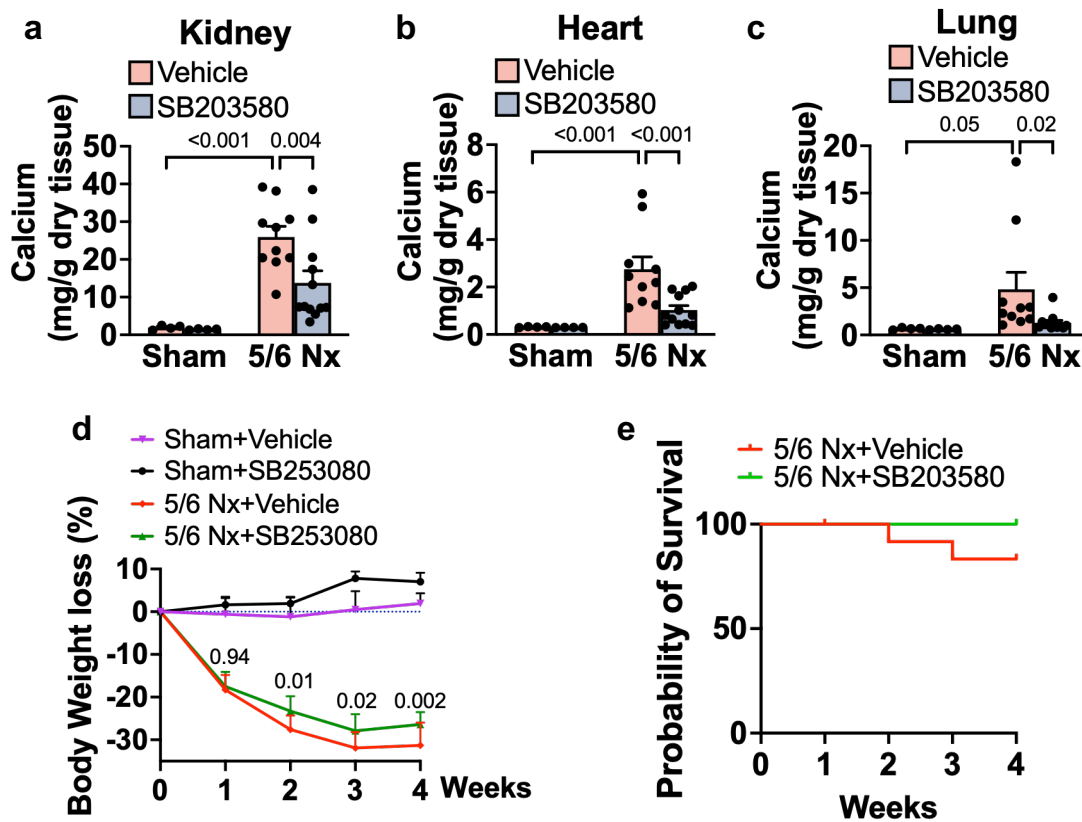

**Supplemental Figure 6. Inactivation of p38 MAPK reduced organ calcification, weight loss, and animal mortality in the 5/6 nephrectomy mice fed the HPI-Lp diet.** 12-week-old male C57BL/6J mice underwent 5/6 nephrectomy or Sham surgery and then IP injected with 10 mg/kg SB203580 or Vehicle, followed by a HPI-Lp diet or LPI-Hp diet feeding for 4 weeks. **(a-c)** Calcium assay showed that the administration of SB203580 significantly reduced calcium content in the kidney, heart, and lung. Sham:  $n = 4$ ; 5/6 nephrectomy:  $n = 10-12$  mice. **(d)** The effect of SB203580 administration on body weight in the 5/6 nephrectomy mice. **(e)** The Kaplan-Meier curve showed that the administration of SB203580 improved the survival rate of mice.  $n = 10$  or  $12$  mice. Values are mean  $\pm$  SEM. Data were analyzed using two-way ANOVA adjusted with Tukey's post-hoc test for multiple comparisons. 5/6 Nx: 5/6 nephrectomy.

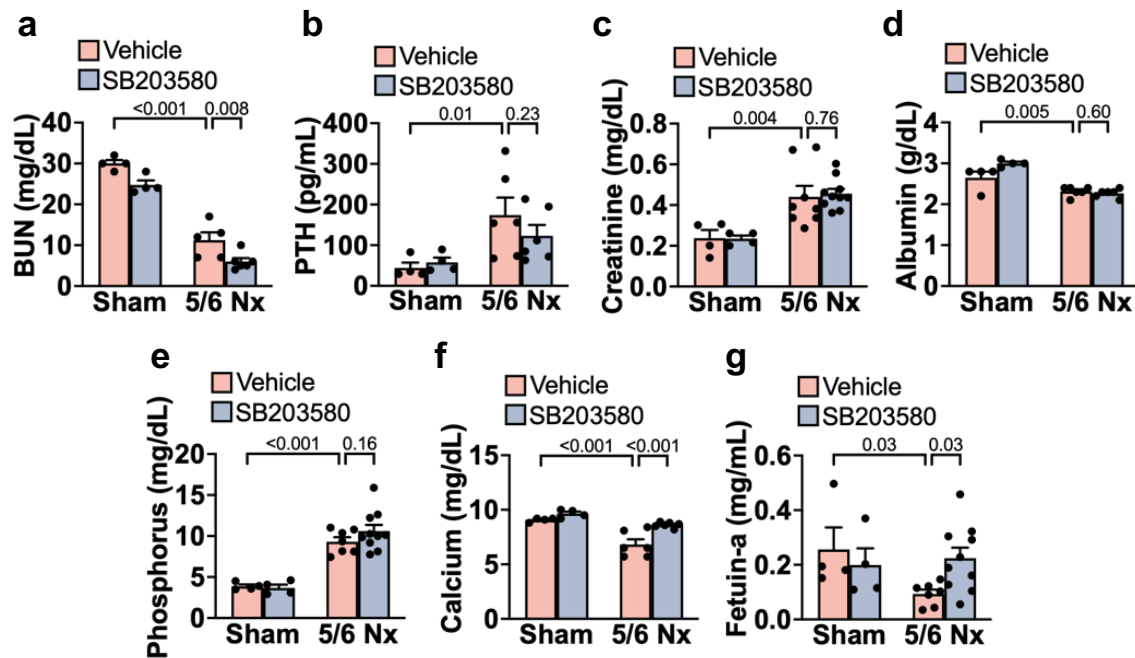

**Supplemental Figure 7. Kidney function in the 5/6 nephrectomy-HPi-Lp mice after SB203580 administration.** 12-week-old male C57BL/6J mice underwent 5/6 nephrectomy or Sham surgery and then IP injected with 10 mg/kg SB203580 or Vehicle, followed by a HPi-Lp diet or LPi-Hp diet feeding for 4 weeks. Blood was collected, and the kidney was isolated. **(a-g)** Biochemical analysis of BUN, PTH, creatinine, albumin, phosphorus, calcium, and fetuin-a in blood serum.  $n = 4$  to 10 mice. Values are mean  $\pm$  SEM. Data were analyzed using two-way ANOVA adjusted with Tukey's post-hoc test for multiple comparisons. 5/6 Nx: 5/6 nephrectomy.

## References

1. Badger, A.M., *et al.* Pharmacological profile of SB 203580, a selective inhibitor of cytokine suppressive binding protein/p38 kinase, in animal models of arthritis, bone resorption, endotoxin shock and immune function. *J Pharmacol Exp Ther* **279**, 1453-1461 (1996).
2. Bain, J., *et al.* The selectivity of protein kinase inhibitors: a further update. *Biochem J* **408**, 297-315 (2007).
3. Cai, Y., *et al.* Role of cAMP-phosphodiesterase 1C signaling in regulating growth factor receptor stability, vascular smooth muscle cell growth, migration, and neointimal hyperplasia. *Circ Res* **116**, 1120-1132 (2015).
4. Cai, Y., Wang, X.-L., Flores, A.M., Lin, T. & Guzman, R.J. Inhibition of endo-lysosomal function exacerbates vascular calcification. *Scientific Reports* **8**, 3377 (2018).
5. Qin, X., Corriere, M.A., Matrisian, L.M. & Guzman, R.J. Matrix metalloproteinase inhibition attenuates aortic calcification. *Arteriosclerosis, thrombosis, and vascular biology* **26**, 1510-1516 (2006).
6. Mortazavi, A., Williams, B.A., McCue, K., Schaeffer, L. & Wold, B. Mapping and quantifying mammalian transcriptomes by RNA-Seq. *Nature methods* **5**, 621-628 (2008).
7. Liao, Y., Smyth, G.K. & Shi, W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* **30**, 923-930 (2014).
8. Love, M.I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome biology* **15**, 1-21 (2014).
9. Kanehisa, M. & Goto, S. KEGG: kyoto encyclopedia of genes and genomes. *Nucleic acids research* **28**, 27-30 (2000).
10. McKenna, A., *et al.* The Genome Analysis Toolkit: a MapReduce framework for analyzing next-generation DNA sequencing data. *Genome research* **20**, 1297-1303 (2010).
11. Domander, R., Felder, A.A. & Doube, M. BoneJ2-refactoring established research software. *Wellcome Open Research* **6**(2021).

How the deposited data were processed for this re-analysis (not part of the article)

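Aortas of 16 mice were sequenced, 4 each from Sham mice on the high-phosphate low-protein diet and from 5/6 Nx-HPi-Lp, 5/6 Nx-HPi-Hp and 5/6 Nx-LPi-Lp mice, 1 library per mouse. The authors cleaned the reads, aligned them to mm10 with HISAT2 and counted them per gene with featureCounts. They deposited the counts as whole numbers, unnormalized, for 54532 genes, and FPKM that were already scaled between libraries. In the deposited FPKM, the denominator of each library equalled its DESeq2 size factor times the geometric mean of the 16 totals, with a ratio of 1 in every library. The counting options, among them strand and reads that match several genes, are not named in the paper's text, which limits genes with close copies. Of the 54532 genes, 54409 were found in GENCODE vM21, 53499 of them with the same coordinates, and 100 gene symbols stood for more than 1 gene. No pair of libraries within a group was a copy, since the lowest chi-square per gene between replicates was 21.9.

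Library totals ranged from 13659525 to 57276915 counts. Counting error is large for genes near the floor of 3 counts, and folds against a group at or under it are given as lower bounds. Groups were taken as the deposited labels give them. The replicate numbers were not used to pair mice, and a block on them was tried as an alternative.

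Genes were tested in R 4.3.3 with edgeR 4.0.16 by its quasi-likelihood test with Benjamini-Hochberg adjustment, after filterByExpr and TMM scaling, in fits of the 8 libraries compared. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Standard errors of edgeR's log2 fold changes were back-calculated as the absolute log2 fold change over the square root of the F of the quasi-likelihood test. Gene lists were tested on the same fits with camera (inter-gene correlation 0.01) and with fry, both adjusted over 26 tests. Reactome sets were used where at least 80% of their members matched a gene. Principal components were computed on log2(FPKM + 1), and their separation was tested over all 35 splits into 4 and 4. Other tools were limma 3.58.1, DESeq2 1.42.0, Python 3.11.15 and matplotlib 3.10.9.

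The comparisons, the gene lists, the rule for naming genes and the alternatives were set before the data were examined, except the thinning of libraries to the lowest total of 13659525 counts, the count of MAPK genes higher against all 3 groups and the comparisons between the other groups, which were added after the data were seen. The rule named, from each list of the paper, the pair of genes with the largest change in the paper's direction and any gene called against it. It also named, per comparison, the 3 highest and the 3 lowest called genes among those with a mean of at least 50 counts in one group and no overlap of the groups. Alternatives were RLE and total-count scaling, DESeq2, limma on log2(FPKM + 1) and log2(FPKM + 0.1) for genes with a mean FPKM above 0.5, no count filter, at least 10 counts in every library, all 16 libraries in one fit, a replicate block, a test against a fold of 1.5, no fold-change threshold, protein-coding genes alone, mitochondrially encoded genes left out, a neuron or an adipocyte list as covariate, and each library left out in turn. For the principal components they were FPKM without a log, a pseudocount of 0.1, libraries as variables, the most variable genes and genes with a mean FPKM above 1.

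The tests were tested on simulated data with 200 changed genes. edgeR called 127 of them (63.5%), with 6 false calls among 133 and no wrong sign. DESeq2 called 156 (78%) with 41 false calls among 197, and limma 114 (57%) with 2 among 116. The camera test passed for a set of 30 changed genes and not for a set of 30 unchanged ones. In another simulation, with many times more changed genes, an exact permutation test gave a silhouette width of 0.743 (p = 0.0286), and -0.00852 (p = 0.543) with none changed. It was not tested at 200 changed genes.

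Marker lists were written after Supplemental Table 3 of the paper had been read, whose first genes are neuronal and adipocyte genes, and before the count and FPKM tables were seen. They covered smooth muscle, endothelial cells, fibroblasts, macrophages, mast cells, B and plasma cells, sympathetic neurons, adrenal gland, Schwann cells, adipocytes, brown adipocytes, lung epithelium, kidney tubule, pancreas acinar cells, skeletal muscle, heart muscle, erythroid cells, chondrocytes, osteoblasts and osteoclasts. Gene Ontology and KEGG sets were not used here, and the paper's measurements by other methods were not analysed here.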

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

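The tests of smooth muscle share, adipose tissue, ganglion or nerve, adrenal gland and pancreas, and of a mislabelled library, were chosen only after the results were seen. No biological explanation was tested for the single libraries below.

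Among 128 groups of 4 libraries, 6 held a library far from the other 3 on a list's mean log2 CPM, where chance gives 6.4, so the pattern as a whole is no more than chance. Sham replicate 2 was at 10.04 for smooth muscle (others 9.79 to 9.82), and Sham replicate 1 at 4.33 for brown adipocytes (others 5.05 to 5.17). 5/6 Nx-HPi-Hp replicate 1 was at 0.0803 for lung epithelium (others 0.35 to 0.39) and at 2.75 for the paper's inflammation genes (others 2.19 to 2.26). 5/6 Nx-HPi-Lp replicate 1 was at 1.25 for adrenal gland (others 0.89 to 0.94). 5/6 Nx-HPi-Lp replicate 3 was at 3.72 for heart muscle (others 1.69 to 1.74), with 43.3 CPM of Myh6 against at most 4.09 CPM in the others. The heart muscle list was higher still in other groups, up to 7.07 in 5/6 Nx-LPi-Lp replicate 2 and 6.75 in 5/6 Nx-HPi-Hp replicate 1. Mean Myh6 was 925 CPM in the 5/6 Nx-LPi-Lp, 150 CPM in the 5/6 Nx-HPi-Hp, 12.4 CPM in the 5/6 Nx-HPi-Lp and 7.97 CPM in the Sham mice.

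Sympathetic neuron genes, which the paper's text does not discuss and its Supplemental Table 3 holds, with its neuronal and adipocyte genes read before the marker lists were written, were higher in the 5/6 Nx-HPi-Lp than in the Sham mice by 3.55 in mean log2 CPM (standard error 1.19). The level was 6.89, 1.71, 4.72 and 6.54 in replicates 1 to 4, so replicate 2 lacked it. Singled out after their values were seen, Prph had a mean of 165 CPM, Dbh 135 CPM and Th 54.8 CPM in that group. The list was at 3.07 in the 5/6 Nx-HPi-Hp and 2.51 in the 5/6 Nx-LPi-Lp mice. Against these groups camera called the neuron list (adjusted p = 0.0128 and 0.0102 from camera) and fry did not (adjusted p = 0.246 and 0.178 from fry). The tests also differed against the Sham mice (adjusted p = 0.00719 from camera and 0.0556 from fry). Schwann cell genes were higher than in the Sham mice by 1.92 (standard error 0.62), and camera did not call them against the other 5/6 Nx groups. Adrenal gland tissue is argued against, since its list summed to 1.20% of the neuron list in these mice (11.5 against 955 CPM). Ganglion or nerve tissue left on the aorta may explain both lists and stays open. The neuron and Schwann cell lists went together within groups with r = 0.637 over 16 libraries (permutation test, p = 0.137), and with r = 0.0858 without the pair of farthest libraries. A change of innervation with the diet or CKD also stays open, as untested.

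Adipocyte genes were higher by 3.03 (standard error 0.40), with Cfd at 3190.5 CPM against 146 CPM and Adipoq at 364 against 42.1 CPM. Mast cell genes were higher by 2.35 (standard error 0.25), with Cma1 at 44.3 against 2.76 CPM. Neither rise was shown to be specific to these mice: the mast cell list was at 4.11 in the 5/6 Nx-HPi-Lp, 3.81 in the 5/6 Nx-HPi-Hp and 3.53 in the 5/6 Nx-LPi-Lp mice and the adipocyte list at 8.40, 8.16 and 7.59, and camera called neither list against the other 5/6 Nx groups. A lower share of smooth muscle RNA and nothing else would raise other cell types alike, but the changes of the adipocyte and endothelial lists were 2.62 apart (standard error 0.42). More adipose tissue is argued against as the whole cause of the lower contractile list than in the 5/6 Nx-HPi-Hp mice: with the adipocyte list as a covariate its median log2 fold change was -1.45 and 7 of 7 genes were called, where 6 of 7 were without it. More fat tissue or more mast cells in the samples than in the Sham mice stays open, as does a change in the tissue.

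Pancreas genes were higher by 1.92 (standard error 0.86), with the highest level in replicate 4 at 4.46. Replicates 1 to 3 were at 1.49, 0.43 and 1.59, also above the highest Sham library (0.116). In replicate 4, 6 of 6 pancreas genes were above their level in every other library, Ctrb1 at 48.1 against at most 7.86 CPM. Pancreatic tissue in that sample is a candidate explanation whose expected values are all there, found and tested on the same data. Lung epithelium genes were higher by 1.18 (standard error 0.46), with 55.9 CPM of Scgb1a1 in replicate 2, and lung tissue in the samples was not tested.

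Of the lists above, the Sham aorta expressed 4 of 12 neuron, 6 of 6 Schwann cell, 7 of 7 adipocyte, 5 of 7 mast cell, 0 of 6 pancreas, 0 of 6 lung and 2 of 6 adrenal genes, and the paper's lists hold none of them. No gene stood in more than 1 list.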

How the results depend on the processing

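The library thinning was chosen only after the data were seen; the other alternatives here were not. Among the results that answer a comparison, 723 values kept their direction and their side of the threshold, 36 counts moved by more than 1.5 times, 6 tests passed that had not, 3 no longer passed and 2 reversed. Among single genes, 2693 kept both, 194 no longer passed, 51 passed that had not and 35 reversed. A gene under a stricter filter has no value there. Unless stated, the cause was not tested.

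Counting a gene called in at least 1 comparison gave 2719 upregulated and 1597 downregulated genes, by construction. Without a fold-change threshold there were 7089, 2113 and 3262 DEGs against the Sham, 5/6 Nx-HPi-Hp and 5/6 Nx-LPi-Lp mice and 553 genes downregulated against all 3, by construction. Testing against a fold of 1.5 gave 431 and 955 DEGs against the 5/6 Nx groups, and 249 and 84 genes up- and downregulated against all 3. DESeq2 gave 2094 DEGs against the 5/6 Nx-HPi-Hp mice, and 976 and 373 genes against all 3. One fit of all 16 libraries gave 2011 and 387, with the Reactome extracellular matrix set at 0.37 and past the threshold. limma on log2(FPKM + 1) gave 2057, 783 and 1068 DEGs, 336 and 157 genes against all 3, and the apoptosis list at 0.41, which passed. That list also passed without a count filter, at 0.50.

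A replicate block gave 371 and 1271 DEGs against the 5/6 Nx groups, and 211 and 70 genes against all 3. The numbers do not pair the mice, since mice of the same number in different groups deviated together with mean correlations from -0.14 to 0.21. The neuron covariate gave 425 genes downregulated against all 3 and the matrix set at 0.58, past the threshold. Because the adipocyte list itself separates the 5/6 Nx-HPi-Lp from the Sham mice, it can as a covariate hardly be told apart from these groups. The adipocyte covariate gave 0 DEGs against the Sham mice (2239 at an unadjusted p under 0.05), 1027 against the 5/6 Nx-LPi-Lp mice, and 0 and 0 genes against all 3. It took the oxygen list to 0.68, no longer past, and the matrix set to 0.50, past it. Total-count scaling moved the median of all genes against the Sham mice to -0.14 and reversed the Reactome Apoptosis set to -0.0492 and the TAK1 set to -0.0345; relative to that median both stayed above 0. FPKM without a log gave silhouette widths of 0.160 and 0.225 with the 5/6 Nx-HPi-Hp and 5/6 Nx-LPi-Lp mice, no longer past.

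Single genes near 0 reversed, and so did Bmp2, which was at -0.68 against the Sham mice with the settings of the text. In the comparison with the 5/6 Nx-LPi-Lp mice Ahsg was at 0.0712 and 0.12 with limma (pseudocounts 1 and 0.1) and 0.16 with the block, and Ctsz at 0.0419 with total-count scaling, 0.00623 in one fit, 0.0264 with protein-coding genes, 0.0378 without mitochondrially encoded genes, and 0.32 and 0.0601 with the neuron and adipocyte covariates. Against the Sham mice Adprhl1 was at -0.00651 with total-count scaling and -0.37 with the block, Ahsg at -0.39 and -0.69 with the neuron and adipocyte covariates, Bmp2 at 0.35 with the latter, and Mapk14 at 0.00379 in one fit and 0.0546 with the adipocyte covariate. Mapk13 against the 5/6 Nx-HPi-Hp mice was at 0.13 with the neuron covariate.

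Across the fits that each left out 1 library, there were 3413 to 4087 DEGs against the Sham mice, 638 to 1558 against the 5/6 Nx-HPi-Hp mice and 1278 to 2085 against the 5/6 Nx-LPi-Lp mice, and 344 to 740 and 108 to 305 genes up- and downregulated against all 3. Leaving out 5/6 Nx-HPi-Lp replicate 4 gave the low end of the last 4 (638, 1278, 344 and 108), 5/6 Nx-HPi-Hp replicate 2 gave 682 and 347, and 5/6 Nx-HPi-Lp replicate 2 gave 150. The matrix set ranged from 0.10 (without 5/6 Nx-HPi-Lp replicate 2) to 0.43 (without replicate 1, past the threshold), and the Reactome Apoptosis set from 0.05 to 0.11. Genes that reversed were Adprhl1 (-0.67 to 0.51) and Mgp (-0.26 to 0.00979) against the Sham mice, Ahsg (-0.33 to 0.0393), Bmp2 (-0.00581 to 0.61), Mapk13 (-0.25 to 0.0490), Pecam1 (-0.00157 to 0.12) and Slc20a1 (-0.00918 to 0.43) against the 5/6 Nx-HPi-Hp mice, and Ctsz (-0.21 to 0.19), Ahsg (-0.27 to 0.58) and Bmp2 (-0.0694 to 0.74) against the 5/6 Nx-LPi-Lp mice. The libraries behind the reversed ends were 5/6 Nx-HPi-Lp replicate 2 for Adprhl1, replicate 3 for Bmp2 and replicate 1 for Ctsz, Sham replicate 3 for Mgp, 5/6 Nx-HPi-Hp replicate 2 for Mapk13 and Pecam1, replicate 3 for Ahsg and replicate 4 for Slc20a1, and 5/6 Nx-LPi-Lp replicate 2 for Ahsg.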

Differences from the paper's values

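No test in this part was chosen after the result was seen, apart from the thinning of the libraries and the count of MAPK genes higher against all 3 groups.

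For the 5/6 Nx-HPi-Lp mice the paper gives 3980 uniquely upregulated and 1467 uniquely downregulated genes, from a cluster analysis of expression values. Here 620 and 246 genes were called against all 3 groups, which is another measure. Each of the paper's counts exceeds its own count of DEGs in that direction against the Sham mice. Neither can thus be an intersection of such DEG lists. The union of the 3 call lists, set before the data were examined, counts genes that need not be unique. It came within 1.5 times of the paper's values (2719 and 1597). RLE and total-count scaling, DESeq2, limma on log2(FPKM + 1), no count filter, at least 10 counts in every library, one fit of all 16 libraries, the replicate block, the test against a fold of 1.5, no fold-change threshold, protein-coding genes alone, mitochondrially encoded genes left out and the neuron and adipocyte covariates, all set before the data were examined, did not.

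The paper gives 2096 DEGs against the 5/6 Nx-HPi-Hp mice and 1315 were called. Supplemental Figure 4C shows about 1300 upregulated and about 840 downregulated genes, read by eye, against 811 and 504. Of the alternatives set before the data were examined, DESeq2 (2094 DEGs, 1268 up and 826 down), no count filter (1553, 956 and 597), one fit of all 16 libraries (2011, 1237 and 774), no fold-change threshold (2113, 1149 and 964) and the neuron covariate (1691, 960 and 731) closed all 3 gaps to within 1.5 times. Among these, DESeq2 alone is the test that the paper names, at the paper's thresholds. It also came nearest to the paper's values, with 2094 DEGs against 2096. RLE scaling (1307), total-count scaling (1201), limma on log2(FPKM + 1) (783) and log2(FPKM + 0.1) (1142), at least 10 counts in every library (1213), the replicate block (371), the test against a fold of 1.5 (431), protein-coding genes alone (1228), mitochondrially encoded genes left out (1311) and the adipocyte covariate (1304) closed none. The thinned libraries, chosen after seeing the values, gave 1323.

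The share of variance on the first principal component was 58.1% with the Sham mice, where Figure 4G shows about 92%, read by eye. It was 37.4% with the 5/6 Nx-HPi-Hp mice, where Supplemental Figure 4B shows about 94%, read by eye, and 41.5% with the 5/6 Nx-LPi-Lp mice, where Supplemental Figure 4F shows about 96%, read by eye. FPKM without a log (91.0%, 70.2% and 88.1%) and libraries as variables (95.8%, 95.7% and 95.9%), set before the data were examined, closed the gaps. The most variable genes (69.7%) and genes with a mean FPKM above 1 (65.9%) closed the first one and not the others (43.0% and 48.3%, 43.1% and 47.8%), and a pseudocount of 0.1 closed none (41.2%, 26.4% and 29.4%).

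Other settings also reached values that the paper gives: DESeq2 gave 4662 and 2686 DEGs against the Sham and 5/6 Nx-LPi-Lp mice, where the paper gives 4646 and 2688, and both DESeq2 and no count filter gave 35 MAPK genes higher against all 3 groups, the paper's 35.

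The paper lists 9 apoptosis genes for the comparison with the Sham mice, a set it gives as upregulated, and 0 of 8 tested genes were called (7 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, the neuron covariate called Lmnb1 (1.51) and Ctsz (1.18), and leaving out 5/6 Nx-HPi-Lp replicate 1 called Lmnb1 (1.03). No fold-change threshold called Ctsz, Itpr3 and Tuba4a (adjusted p = 0.0459, 0.0297 and 0.0405 from edgeR; log2 fold changes 0.60, 0.56 and 0.43). P2rx4, Slc2a4, Cpeb1 and Acaa2, which the paper lists as DEGs against the Sham mice, were under the 2-fold threshold (0.73, 0.61, 0.85 and 0.93), and no fold-change threshold called all 4. Acaa2 was called with the neuron covariate (1.31) and without 5/6 Nx-HPi-Lp replicate 1 (1.10) or 4 (1.02) or Sham replicate 3 (1.08). The paper shows Bst1 and Alpl as higher in the 5/6 Nx-HPi-Lp mice than in the other groups, and they were not called against the 5/6 Nx-HPi-Hp mice (log2 fold changes 0.58 and 0.98) or the 5/6 Nx-LPi-Lp mice (0.85 and 0.68). Alpl was called against the 5/6 Nx-HPi-Hp mice in one fit of all 16 libraries (1.01), with the adipocyte covariate (1.04) and without 5/6 Nx-HPi-Lp replicate 4 (1.19), all set before the data were examined. The paper gives Bmp2 as higher than in the other groups by qPCR, a separate measurement. In the RNA-Seq libraries its log2 fold changes were -0.68 against the Sham, 0.40 against the 5/6 Nx-HPi-Hp and 0.33 against the 5/6 Nx-LPi-Lp mice, none of them called, and no alternative that was run on single genes called it higher.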

Other observations

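The comparisons between the other groups, and the tests of HPi-Hp replicate 4, were chosen only after the results were seen.

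The largest counts of DEGs came from the real grouping: in each comparison of the 5/6 Nx-HPi-Lp mice, 1 of the 35 splits of the 8 libraries, the real one, gave as many DEGs. The 5/6 Nx-HPi-Hp and 5/6 Nx-LPi-Lp mice differed from the Sham mice by 1932 DEGs (1495 upregulated and 437 downregulated) and 1748 DEGs (1413 and 335), and 1 of the 35 splits gave as many in each. Of 100 drawn splits of the 16 libraries, 1 gave as many genes upregulated against all 3 groups and 2 gave as many downregulated, with 532 genes in the other one.

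For the camera p against the Sham mice, 1 of the 35 splits was as low for the contractile list, the downregulated MAPK list, the chemotaxis list, the Reactome Smooth Muscle Contraction set and the p38MAPK events set. It was 3 of the 35 splits for the upregulated MAPK list, 4 of the 35 splits for the inflammation list, 5 of the 35 splits for the osteogenic list, 9 of the 35 splits for the extracellular matrix list and for the TAK1 set, 14 of the 35 splits for the oxygen and apoptosis lists, 24 of the 35 splits for the Reactome Apoptosis set and 26 of the 35 splits for the Reactome matrix set. In the comparison with the 5/6 Nx-HPi-Hp mice it was 1 of the 35 splits for the osteogenic and both MAPK lists, 3 of the 35 splits for the contractile and inflammation lists and 4 of the 35 splits for the matrix list. In the comparison with the 5/6 Nx-LPi-Lp mice it was 1 of the 35 splits for the osteogenic, inflammation, matrix and upregulated MAPK lists, 2 of the 35 splits for the downregulated MAPK list and 3 of the 35 splits for the contractile list. Where more than 1 split is as low, the camera p does not set the real grouping apart.

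Depth and mitochondrial RNA are argued against as the whole cause of the lower contractile list: its median against the Sham mice was -2.25 with every library thinned to the lowest total and -2.27 without mitochondrially encoded genes. Thinning left 3462 DEGs against the Sham mice. Gene length went with log2 fold change at a Spearman correlation of -0.0408, and the share of upregulated genes among DEGs was 71.4%, 67.7%, 67.5% and 63.8% from the shortest to the longest of 4 classes of genes. With the neuron list as a covariate the upregulated MAPK list stayed at a median of 1.82 against the Sham mice, which argues against neuronal RNA as the whole cause for the list.

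The log2 fold changes of the 3 comparisons went together with r of 0.741, 0.774 and 0.873. In 8 simulations of unchanged groups, the shared 5/6 Nx-HPi-Lp libraries gave at most 0.517. All groups were simulated with the same spread. In the data, the mean correlation within a group was 0.936 in the 5/6 Nx-HPi-Lp, 0.984 in the Sham, 0.938 in the 5/6 Nx-HPi-Hp and 0.953 in the 5/6 Nx-LPi-Lp mice. The simulations therefore do not bound what shared libraries can give, and their part in these r stays open.

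Mitochondrially encoded genes were higher than in the Sham mice by a median log2 fold change of 2.29, 2.28 and 2.03 in the 5/6 Nx-HPi-Lp, 5/6 Nx-HPi-Hp and 5/6 Nx-LPi-Lp mice. More mitochondria in the tissue would also raise the 81 nuclear genes of the respiratory chain. Their medians were 0.29 (1 called), 0.77 (18 called) and 1.07 (48 called), so more mitochondria may hold for the 5/6 Nx-LPi-Lp mice and cannot be told apart for the other groups, where 63 and 78 of the 81 genes were higher and the tests differ, since camera passed 0.05 and fry did not. The brown adipocyte list was at 4.91 in the Sham, 5.70 in the 5/6 Nx-HPi-Lp, 5.90 in the 5/6 Nx-HPi-Hp and 6.92 in the 5/6 Nx-LPi-Lp mice. Mitochondria of the aorta were thus not told apart from those of other tissue in the samples.

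5/6 Nx-HPi-Hp replicate 4 lay close to the Sham libraries, with a mean correlation of 0.967, against 0.927 with its own group. No 5/6 Nx-HPi-Hp library exceeded 0.972 with a Sham library, while pairs of Sham libraries were at 0.980 to 0.986. In replicate 4 the neuron list was at 4.39 (Sham 1.32 to 1.53) and the mitochondrial share at 9.50% (Sham at most 6.34%). These values count against a mislabelled Sham sample but rest on a single library, so it stays open. The marker lists are a weak test: 14 of 20 lay outside the Sham range in replicate 4, but up to 13 did for a Sham library against the other 3.

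The remaining marker lists changed between the 5/6 Nx-HPi-Lp and Sham mice, in mean log2 CPM with standard errors, by -2.53 (0.34) for smooth muscle, 0.40 (0.12) for endothelial cells, 0.91 (0.38) for fibroblasts, 2.16 (0.37) for macrophages, 1.62 (0.64) for B and plasma cells, 0.34 (0.10) for adrenal gland, 0.80 (0.34) for brown adipocytes, 0.70 (0.09) for kidney tubule, -1.34 (0.54) for skeletal muscle, -0.19 (0.61) for heart muscle, -1.63 (0.75) for erythroid cells, 0.55 (0.28) for chondrocytes, -0.23 (0.10) for osteoblasts and 1.62 (0.27) for osteoclasts. The Sham aorta expressed 7 of 7 smooth muscle, 7 of 7 endothelial, 7 of 7 fibroblast, 8 of 8 macrophage, 4 of 6 B and plasma cell, 6 of 6 brown adipocyte, 1 of 6 kidney, 5 of 5 skeletal muscle, 3 of 4 heart, 5 of 5 erythroid, 4 of 7 chondrocyte, 2 of 6 osteoblast and 2 of 6 osteoclast genes. The paper's lists hold 5 of the smooth muscle genes, 1 endothelial, 1 fibroblast, 2 macrophage and 2 chondrocyte genes.

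Genes that the paper measured by other methods had these log2 fold changes in aortic RNA against the Sham, 5/6 Nx-HPi-Hp and 5/6 Nx-LPi-Lp mice: Mgp -0.14, 0.67 and 0.38, Ahsg 0.19, -0.15 and -0.08, Slc20a1 1.05, 0.14 and 0.68, Slc20a2 -1.23, -0.56 and -0.86, Vcam1 1.78, 2.24 and 2.02, Lgals3 2.66, 2.30 and 2.38, Pecam1 -0.55, 0.09 and -0.13, and F3 -1.37, -0.71 and -0.51. The paper measured Mgp, Ahsg, Slc20a1 and Slc20a2 by qPCR in aortas. For Vcam1, Lgals3, Pecam1 and Cd68 it stained the protein in aortas, and for Pecam1 it describes a disturbed pattern of the layer. Tissue factor, the protein of F3, was stained in vessels of the skin, so aortic RNA does not test that result. Cd68 was at 1.48 against the 5/6 Nx-HPi-Hp mice, a call lost in 7 of 8 fits that each left out 1 library (0.98 without 5/6 Nx-HPi-Lp replicate 2).

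Slc2a4 and Acaa2 were higher than in the Sham mice by log2 fold changes of 0.61 and 0.93, under the 2-fold threshold. Both were lower than in the 5/6 Nx-LPi-Lp mice (-1.36 and -1.18), where the call of Acaa2 was lost in 6 of 8 fits that each left out 1 library.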
